# Transcriptional Profiling of Whisker Follicles and of the Striatum in Methamphetamine Self-Administered Rats

**DOI:** 10.3390/ijms21228856

**Published:** 2020-11-23

**Authors:** Won-Jun Jang, Taekwon Son, Sang-Hoon Song, In Soo Ryu, Sooyeun Lee, Chul-Ho Jeong

**Keywords:** methamphetamine, drug reward, RNA sequencing, drug addiction

## Abstract

Methamphetamine (MA) use disorder is a chronic neuropsychiatric disease characterized by recurrent binge episodes, intervals of abstinence, and relapses to MA use. Therefore, identification of the key genes and pathways involved is important for improving the diagnosis and treatment of this disorder. In this study, high-throughput RNA sequencing was performed to find the key genes and examine the comparability of gene expression between whisker follicles and the striatum of rats following MA self-administration. A total of 253 and 87 differentially expressed genes (DEGs) were identified in whisker follicles and the striatum, respectively. Multivariate and network analyses were performed on these DEGs to find hub genes and key pathways within the constructed network. A total of 129 and 49 genes were finally selected from the DEG sets of whisker follicles and of the striatum. Statistically significant DEGs were found to belong to the classes of genes involved in nicotine addiction, cocaine addiction, and amphetamine addiction in the striatum as well as in Parkinson’s, Huntington’s, and Alzheimer’s diseases in whisker follicles. Of note, several genes and pathways including retrograde endocannabinoid signaling and the synaptic vesicle cycle pathway were common between the two tissues. Therefore, this study provides the first data on gene expression levels in whisker follicles and in the striatum in relation to MA reward and thereby may accelerate the research on the whisker follicle as an alternative source of biomarkers for the diagnosis of MA use disorder.

## 1. Introduction

Methamphetamine (MA) is a highly addictive psychostimulant whose abuse frequently leads to physical and psychological dependence. In recent years, there was a dramatic increase in the use of MA in North America [1] and in East Asian countries, including Korea [2]. Preclinical and clinical studies indicate that MA exposure results in substantial physical and psychiatric impairments such as depression, cognitive deficits, and psychotic behavior [3]. Repeated consumption of drugs such as cocaine and MA can cause the transition from casual to compulsive drug use, and this transition is thought to be initiated by neuroadaptive changes in brain circuits involved in drug rewards and cognitive processes that regulate habitual behaviors [4,5]. These neuroadaptive changes are commonly caused by complicated alterations of gene expression implicated in transcriptional regulation, synaptic plasticity, and intracellular signaling pathways in brain regions related to drug addiction [6,7]. Therefore, it may be worthwhile to investigate the change of gene expression patterns in the striatum during MA self-administration for speeding up the diagnosis and treatment of MA use disorder. 

There are major obstacles to the search for novel relevant biomarkers in the brain: primarily the difficulty with obtaining brain tissue from living donors and the lack of reliable experimental animal models. The brain is an ectodermal tissue and shares its developmental origin with scalp hair follicles, which are readily accessible mini-organs in the skin. Recently, Yoshikawa and colleagues proposed hair follicles as a beneficial genetic resource for the identification of potential biomarkers of autism and chronic psychosis (as in schizophrenia) [8]. After co-examining the gene expression in hair follicles and post-mortem brain tissue samples from patients with autism, they suggested that hair follicles may serve as an alternative apparatus reflecting the state of the central nervous system [8]. Consistently with this finding, our previous data have revealed that alterations of gene expression patterns in the whisker follicles of MA self-administered rats may serve as useful indicators of MA rewards [9]. However, to date, large-scale evaluation and comparison of the molecular changes have not been conducted between hair follicles and the striatum. 

High-throughput RNA sequencing (RNA-seq) is a high-productivity transcriptome profiling method designed to quantify changes in RNA expression, thereby revealing the functional output of a disease state such as a drug use disorder. To understand how to diagnose and treat MA addiction, it is crucial to find hub genes and to delineate their neurobiological functions related to MA rewards and addiction. Numerous relevant biological events point to the need for large-scale analyses to uncover the diverse pathways and mechanisms that are most prominently involved in MA addiction. In this study, a rat MA self-administration model [10] was used to study potential molecular phenomena underlying MA rewards, and the collected gene information was analyzed by means of several bioinformatics tools, such as multivariate analysis and network-based topological analysis.

This study provides data on overall gene expression in whisker follicles and in the striatum of the same rats following MA self-administration. Using genome-wide quantification of transcripts, we aimed to find and clarify the role of concordantly and differentially expressed genes (DEGs) in the two tissues and to reveal the gene–gene interaction mechanisms behind the rewarding effect of MA.

## 2. Results

### 2.1. Methamphetamine Self-Administration

This procedure was performed on rats according to the experimental schedule illustrated in Figure 1A. Figure 1B,C show the number of active and inactive lever responses during saline (SA) or MA self-administration (2 h/day, 16 days) under the fixed-rate 1 (FR1) schedule. The MA group showed clear goal-oriented behavior with a significantly higher number of active lever presses than that of the SA group (self-condition: *p* < 0.0001; subjects (matching): *p* < 0.001). No significant differences in the numbers of inactive lever presses were observed between both groups (self-condition: *p* = 0.3177; subjects (matching): *p* < 0.0001). The number of drug infusions was significantly higher in MA self-administering rats than in SA self-administering rats (self-condition: *p* < 0.0001; subjects (matching): *p* < 0.0001) and showed <10% variation during the last 3 days of the experiment (Figure 1D). The number of MA infusions on the final day was 23 ± 4.2 (mean ± SEM (standard error of mean)). Two-way repeated measure analysis of variance (ANOVA) uncovered a significant difference in the number of infusions between SA and MA self-administered rats. In addition, we assessed the expression of several marker proteins in the dopamine signaling pathway in the striatum of rats exposed to MA self-administration. Our data revealed that the expression levels of a D1 dopamine receptor (D1DR) and brain-derived neurotropic factor (BDNF) that play a role in the regulation of synaptic plasticity were significantly increased in the striatum of the methamphetamine self-administered rats compared with those of the saline control. In addition, the phosphorylation of tyrosine hydroxylase (p-TH, ser40) was significantly increased, but the total level was not changed in the striatum of the methamphetamine self-administered rats (Figure S1). These results are consistent with previous reports indicating that these proteins could be regulated by exposure to MA or other drugs of abuse such as cocaine [11,12].

### 2.2. RNA-Seq Analysis and Gene Expression Profiling

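The RNA-seq data came from the striatum, the input nucleus of the basal ganglia, and from whisker follicles, the specialized hair follicles of the rat snout, of 6 rats that self-administered methamphetamine (MA) and 6 that self-administered saline (SA). The MA rats received 0.05 mg/kg per intravenous infusion for lever presses in sessions of 2 h over 16 days. This gives 24 libraries, 6 for each treatment in each tissue. The authors deposited 1 table of FPKM values (fragments per kilobase of transcript, scaled to the mapped fragments of the library) with 17711 rows, most of them single genes. The paper names Cutadapt for trimming, TopHat2 for alignment to the rn6 rat genome and Cufflinks for quantification, while the submitters' processing notes name bcl2fastq, STAR 2.6.0c, Cufflinks 2.2.1 and rn6. The paper states an approximate number of reads per sample, but FPKM values carry no read counts, so the number of reads behind each value is not known. In the striatum, the FPKM values of a library summed to 348717 to 371477 in SA (median 353474) and 361025 to 418892 in MA (median 375360). In the whisker follicle the sums were 1005810 to 1524570 in SA (median 1242810) and 774567 to 1387580 in MA (median 1122120). The 10 most abundant genes took 27.1% to 44.0% of a library's sum in the whisker follicle and 5.79% to 11.0% in the striatum. The columns name the tissue and treatment and carry an index of 0 to 5, which the sources do not tie to a rat number. A library is therefore named by that index, as in MA library 3, and the striatum and whisker follicle of a rat could not be paired. MA and SA were compared within each tissue by limma on log2(FPKM + 1) over the genes with a mean FPKM of at least 1 in that tissue's 12 libraries. Differentially expressed genes (DEGs) had an adjusted p under 0.05 (Benjamini-Hochberg) and a fold of at least 1.5 on that scale, which understates the change of low genes. Cuffdiff, which the paper used, needs the reads and was not used here. All tests were two-sided.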

Samples were sequenced on the Illumina HiSeq 2000 platform, with paired-end 101 bp reads for mRNA-seq using the TruSeq SBS Kit v3 (Illumina). The raw imaging data were transformed by base-calling into sequence data and stored in FASTQ format. After removing the adapters, approximately 39.22 million reads could be detected in each sample. 

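In the FPKM table, 14711 of 17711 rows had a value above 0 in at least 1 of the 24 libraries, and 9455 had one in every library. At an FPKM of at least 1 in any library, 12292 rows remained. The striatum had 14358 rows above 0 in any of its 12 libraries and 12023 in all of them, and the whisker follicle had 13531 and 10013. Each striatum library showed between 12962 and 13279 rows above 0, and each whisker follicle library between 11160 and 12010. Of all rows, 457 were microRNA genes, 134 joined several symbols and 595 carried a symbol that stood on an earlier row.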

Alignment results from TopHat2 showed that the unique mapping rate was 91.52% on average, and 17,711 genes could be found when compared against the rat reference genome rn6. Integrative RNA-seq profiling was performed on whisker follicle samples and striatum samples collected from six SA self-administered and six MA self-administered rats. 

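In the striatum, Pkp2, which encodes the desmosomal plaque protein plakophilin 2, was higher in MA rats. Its FPKM was 1.11 ± 0.0957 in SA and 2.66 ± 0.471 in MA (SD, n = 6 libraries each), and every MA library lay above every SA library. The log2 fold change was 0.78 (standard error 0.10, adjusted p = 0.0432 from limma). No other gene passed the threshold. Among the genes with the next smallest p, all with an adjusted p of 0.577, were Pnisr, which encodes a nuclear protein that interacts with splicing factors, at 22.1 ± 4.26 in SA and 14.2 ± 1.40 in MA, and Kcnip3, a neuronal calcium-binding protein, at 16.2 ± 2.14 and 24.7 ± 4.19. Aifm3 was at 15.8 ± 2.23 and 25.8 ± 6.81, and Spry4, a feedback inhibitor of receptor tyrosine kinase signaling, at 1.29 ± 0.164 and 2.25 ± 0.484. Cspg4, a marker of oligodendrocyte precursors and pericytes, was at 4.05 ± 0.248 and 5.55 ± 0.742. Lower means in MA were seen for Ero1b, an oxidase of the endoplasmic reticulum, at 3.02 ± 0.310 in SA and 2.00 ± 0.258 in MA, and for Rbmx2, at 7.56 ± 0.679 and 5.72 ± 0.407. The 10 smallest p also held RGD1564664, at 35.4 ± 5.85 and 61.4 ± 14.7, and Fosl2. Of 10607 genes tested, 876 had an unadjusted p under 0.05, with 530.4 expected by chance, and 571 of these were higher and 305 lower in MA. With a fold of at least 1.5 as well, 58 were higher and 4 lower. The call of Pkp2 was lost in 11 of the 12 fits that left out a single library, and without MA library 5 there were 4 DEGs, which were Pkp2, Egr4, Nr4a3 and Fosl2.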

A total of 87 genes (false discovery rate (FDR) <0.05, |fold change (FC)| ≥ 1.5) were found to be differentially expressed in the striatum in the MA group relative to the SA group (Table S1), and 253 DEGs with FDR< 0.05 and |FC| ≥ 1.5 were identified in whisker follicles (Table S2). MA self-administered rats showed a significant down-regulation of 14 genes in the striatum and 182 genes in the whisker follicle, whereas 73 genes in the striatum and 71 genes in the whisker follicle were significantly up-regulated as compared with SA self-administered rats. 

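No gene of the whisker follicle passed the threshold in limma, and the smallest adjusted p was 0.340. The gene with the smallest p was Ogt, the transferase that attaches O-linked N-acetylglucosamine to proteins, at 7.77 ± 1.18 FPKM in SA and 4.63 ± 0.445 in MA (SD, n = 6 libraries each), with a log2 fold change of -0.63 (standard error 0.11). Rsrp1 and Luc7l3, which encode arginine- and serine-rich proteins, were at 44.4 ± 6.24 and 12.2 ± 2.06 in SA and at 24.6 ± 6.00 and 6.59 ± 1.90 in MA. Fasn, the fatty acid synthase, was at 16.6 ± 1.72 in SA and 11.7 ± 1.28 in MA. Ahnak was at 34.3 ± 5.27 and 22.5 ± 2.89, Pnp, purine nucleoside phosphorylase, at 57.9 ± 8.13 and 39.7 ± 3.26, Chordc1 at 14.2 ± 1.85 and 9.66 ± 0.949, and Top1mt, the mitochondrial topoisomerase, at 4.25 ± 0.640 and 2.70 ± 0.246. H1f0, a linker histone of differentiated cells, had the higher mean in MA, at 416 ± 50.3 against 279.6 ± 28.4 in SA. Each of these had an adjusted p of 0.340 to 0.465. The entry that joins the hair keratins Krt31, Krt33a, Krt33b and Krt34 was listed at 0 in all 6 MA libraries and in SA library 0, and at 40109.8, 23145, 14868, 41216 and 10773 FPKM in SA libraries 1 to 5. Krt86 and Krt81 were abundant in every library (at least 8437 and 4703 FPKM), so the 0 may be a failed estimate. Of 9138 genes tested, 953 had an unadjusted p under 0.05, with 457 expected by chance. Of these, 480 were higher and 473 lower in MA, and 215 and 121 also had a fold of at least 1.5. Without SA library 0, limma called 1219 DEGs, 676 higher and 543 lower in MA, and with libraries weighted by their fit to their group it called 1160. Leaving out any other library gave none.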

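Hierarchical clustering by Ward linkage used the 62 genes in the striatum and the 336 in the whisker follicle with an unadjusted p under 0.05 and a fold of at least 1.5, since fewer than 10 genes were DEGs. In the striatum, the first branch point set 2 MA libraries apart from the 10 other libraries, so that 8 of 12 libraries stood with their own treatment (Fisher's exact test, p = 0.455). In the whisker follicle, all 6 MA libraries and 1 SA library formed a branch and the other 5 SA libraries formed the other, so that 11 of 12 stood with their treatment (Fisher's exact test, p = 0.0152). These genes were chosen by the comparison itself, so the p-values are not independent evidence. On log2 values with the same linkage, a setting chosen after seeing the data like that over all genes, 11 of 12 striatum libraries stood with their treatment, with 5 MA libraries on a branch of their own. Over all genes tested, 7 of 12 libraries stood with their treatment in either tissue, and 10 of 12 in the whisker follicle on log2 values. With complete linkage, also chosen after seeing the data, the picked genes gave 9 of 12 in the whisker follicle (Fisher's exact test, p = 0.182) and 11 of 12 on log2 values, and 8 of 12 in the striatum on either scale.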

The hierarchical clustering revealed that the identified genes were highly consistent between two groups of each whisker follicle and the striatum tissue (Figure S2). Next, we conducted a series of bioinformatics analyses to study the RNA-seq data according to the procedure presented in Figure 2. We analyzed the enriched function and pathway of up-regulated and down-regulated DEGs in the striatum (Figure 3A–D) and the whisker follicle (Figure 3E–H), respectively, using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) online tool based on the two complementary databases of Gene Ontology (GO) and the Kyoto Encyclopedia of Genes and Genomes (KEGG). 

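Markers of several cell types were higher as groups in the striatum of MA rats. Of 34 gene lists tested in this tissue with camera, 13 were higher and 1 was lower in MA at an adjusted p under 0.05. None of the 14 holds with an estimated correlation between genes, where their adjusted p lay between 0.528 and 0.746. All 14 microglia and macrophage genes had a log2 fold change above 0 (median 0.42, camera adjusted p = 2.34e-05, adjusted p = 0.576 with an estimated correlation). Among them, the microglial marker Tmem119 was at 17.5 ± 2.89 FPKM in SA and 28.6 ± 8.45 in MA (SD, n = 6 libraries each), and the growth factor receptor Csf1r at 39.7 ± 7.47 and 56.8 ± 15.5. Of 10 astrocyte genes, 9 were above 0 (median 0.37, camera adjusted p = 0.000239, adjusted p = 0.528 with an estimated correlation). The glutamate transporter Slc1a3 was at 182 ± 5.41 in SA and 253 ± 55.7 in MA and was the single astrocyte gene past the threshold when adjusted over the list alone. Of 13 oligodendrocyte genes, 10 were below 0 (median -0.24, camera adjusted p = 0.0376, adjusted p = 0.746 with an estimated correlation), with the myelin gene Mog at 134 ± 44.0 and 103 ± 17.1. All 6 erythrocyte genes were above 0 (median 1.06, camera adjusted p = 7.18e-05, adjusted p = 0.528 with an estimated correlation), and 3 of them passed when adjusted over the list alone. The hemoglobin gene Hbb was at 218 ± 68.4 in SA and 656 ± 641 in MA. Of 15 fibroblast and matrix genes, 14 were above 0 (median 0.41, camera adjusted p = 0.00163, adjusted p = 0.653 with an estimated correlation), and so were all 11 smooth muscle and pericyte genes (median 0.26, camera adjusted p = 0.0376, adjusted p = 0.676 with an estimated correlation), all 10 endothelial genes (median 0.21, camera adjusted p = 0.0315, adjusted p = 0.687 with an estimated correlation) and all 4 leukocyte genes (median 0.68, camera adjusted p = 0.0315, adjusted p = 0.528 with an estimated correlation). MA library 3 had the highest erythrocyte and matrix scores of the 12 libraries, at 2.63 and 2.03, and MA library 4 the second highest, at 1.04 and 0.41. The matrix call was lost without MA library 3 alone (median 0.08), where the smooth muscle median was 0.06, and the endothelial median was 0.08 without MA library 4. The leukocyte, endothelial, smooth muscle and oligodendrocyte calls were lost with weighted libraries and in 4, 5, 5 and 6 of the 12 fits that left out a single library. The median of the leukocyte genes was 0.36 without MA library 3 and -0.03 with weighted libraries, and that of the oligodendrocyte genes -0.09 without SA library 2. Without MA libraries 3 and 4, an alternative chosen after seeing the data, 8 lists passed. The smooth muscle and endothelial medians then lay below 0, and the matrix list was on the lower side of camera's test with a median of 0.04. The paper shows Tmem119, C1qa, C1qb, Hbb, Alas2, Col1a1, Col3a1 and Bgn, members of these lists, as changed in these libraries, so the direction of the lists they belong to is not independent evidence. The lists were fixed before the data were examined.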

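The other striatal lists that passed hold ribosomal, metabolic and stress genes. Of 71 cytosolic ribosomal protein genes, 66 were above 0 (median 0.25, camera adjusted p = 8.98e-11, adjusted p = 0.576 with an estimated correlation). Genes of the unfolded protein response were above 0 in 15 of 16 cases (median 0.13, camera adjusted p = 0.000887, adjusted p = 0.576 with an estimated correlation), antioxidant genes in 17 of 19 (median 0.10, camera adjusted p = 0.00516, adjusted p = 0.576 with an estimated correlation) and nuclear-encoded subunits of oxidative phosphorylation in 62 of 73 (median 0.10, camera adjusted p = 4.43e-05, adjusted p = 0.673 with an estimated correlation). After quantile normalization the median of the oxidative phosphorylation list was 0.02 and that of the antioxidant list 0.07, and neither list passed. Of 19 glucocorticoid-induced genes, 16 were above 0 (median 0.30, camera adjusted p = 0.000962, adjusted p = 0.576 with an estimated correlation), with the metallothionein Mt2A at 16.7 ± 5.91 FPKM in SA and 29.7 ± 12.9 in MA (SD, n = 6 libraries each). Without MA library 3 the median of this list was 0.07 and it no longer passed (camera adjusted p = 0.168). The paper shows the glucocorticoid-induced genes Per1, Ddit4 and Dusp1 and the antioxidant gene Sod3 as changed in the striatum (Fig. 7A), so the direction of these lists is not independent evidence.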

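Hair shaft genes were higher and unfolded protein response genes lower as groups in MA whisker follicles. Of 33 lists tested there with camera, 2 were higher and 5 were lower, and none holds with an estimated correlation. Of 20 hair keratin and keratin-associated protein genes, 19 were above 0 (median 0.73, mean 0.38, camera adjusted p = 9.78e-05, adjusted p = 0.785 with an estimated correlation). The list contains the joined Krt31, Krt33a, Krt33b and Krt34 entry, which is its single member below 0. Krt36 was at 414 ± 441 FPKM in SA and 952 ± 468 in MA (SD, n = 6 libraries each), and Krt83 at 2984 ± 4325 and 5684 ± 2328. All 9 hair matrix and follicle signaling genes were above 0 (median 0.45, camera adjusted p = 0.00117, adjusted p = 0.785 with an estimated correlation), with the growth factor gene Bmp4 at 55.6 ± 42.3 and 93.6 ± 25.1 and the transcription factor gene Msx1 at 2.44 ± 0.797 and 3.72 ± 1.06. Of 16 genes of the unfolded protein response, 14 were below 0 (median -0.29, camera adjusted p = 9.78e-05, adjusted p = 0.785 with an estimated correlation), and Creld2, Xbp1 and Sdf2l1 passed when adjusted over the list alone. Xbp1, a transcription factor of this response, was at 113 ± 21.0 in SA and 76.1 ± 11.3 in MA. Of 32 spliceosome genes, 24 were below 0 (median -0.28, camera adjusted p = 0.0470, adjusted p = 0.785 with an estimated correlation), and that call was lost after quantile normalization, with a common median and in 8 of the 12 fits that left out a single library, where the medians were -0.19 to -0.30. The unfolded protein response score of SA library 0 was -0.33, with the other SA libraries at 0.13 to 0.41. Its spliceosome score was -0.50, with the other SA libraries at 0.03 to 0.34. The unfolded protein response call was lost in 0 of the 12 fits that left out a single library. The 37 proteasome subunits did not pass, with 28 below 0 (camera adjusted p = 0.123). The paper shows Xbp1, Creld2, Sdf2l1, Lsm3, Lsm7, Sf3b5 and Snrpd2, members of these lists, as changed in the whisker follicle (Fig. 7B), so their direction is not independent evidence.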

The *p*-value and gene count were set to <0.05 and ≥2 as significant thresholds for enrichment analysis in DAVID tool.

### 2.3. Multivariate Analysis

We analyzed 87 DEGs in the striatum and 253 DEGs in the whisker follicle from the RNA-seq data on the two tissues. To check the quality of the data and evaluate the magnitude of separation from the control, principal component analysis (PCA) was applied to the DEGs from the SA and MA groups of the two tissues. 

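Over all genes tested, principal component 1 of the autoscaled FPKM values held 32.9% of the variance in the striatum and 44.7% in the whisker follicle. The MA and SA libraries did not separate on it by an exact permutation test in the striatum (p = 0.450) or in the whisker follicle (p = 0.184). The smallest p that 6 libraries against 6 allow is 0.00216. A separation over genes picked because they differ between the groups is partly set by that choice. When the same picking was repeated for 100 splits of the 12 libraries, the real one included, the groups of the split separated on component 1 at an exact p under 0.05 in 91 of 100 splits in the striatum and in 97 of 100 in the whisker follicle.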

Expectedly, the PCA score plot of DEGs showed a much more clear separation between two groups in each tissue than that of total genes (Figure S3A–D). As shown in Figure S3C,D, 2D score scatter plots of PCA mostly occupied the space of principal component 1 (PC1) and principal component 2 (PC2). 

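In the striatum, components 1 and 2 over the 62 genes with an unadjusted p under 0.05 and a fold of at least 1.5 held 54.5% and 20.3% of the variance. The score on component 1 was -4.59 ± 1.02 in SA and 4.59 ± 4.77 in MA (SD, n = 6 libraries each). Every MA library lay above every SA library (exact permutation test, p = 0.00216). MA libraries 3 and 4 were farthest from the SA libraries, at 11.6 and 9.63, while MA library 5 was at 0.392. MA library 1 was set apart on component 2, at -9.21.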

In the striatum, contributions of PC1 and PC2 to the maximum variance in the dataset were calculated and found to be 48.1% and 20.5%, respectively (Figure S3C). In addition, PC1 and PC2 in the whisker follicle covered 81.9% and 4.5% of the variance in the dataset, respectively (Figure S3D). 

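The 336 whisker follicle genes picked by the same limits gave 71.7% of the variance on component 1 and 6.12% on component 2. Scores on component 1 were -9.64 ± 16.0 in SA and 9.64 ± 7.02 in MA (SD, n = 6 libraries each; exact permutation test, p = 0.0281). SA library 0 had the highest score of all 12 libraries, at 19.8, followed by MA library 1 at 19.3, and the other 5 SA libraries lay below every MA library. The p exceeded 0.05 in 6 of the 12 analyses that left out a single library, where it ranged from 0.00216 to 0.0584.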

In both tissues, most samples in the MA groups were clearly separated from the SA groups (Figure S3C,D). Next, to identify the critical genes that contribute to the separation between the groups, we performed correlation analysis and correlation pattern searching (Figure S3E,F). Pearson’s correlation coefficients for each gene were calculated. To screen out the critical genes, the correlation coefficient for each gene was limited to 0.6 or higher (relative coefficient *r* ≥ 0.6 is thought to denote a strong correlation). Thirty critical genes in the striatum (Table S3) and 72 critical genes in the whisker follicle (Table S4) were identified, and the top 25 were represented by means of a correlation pattern searching tool (Figure S3G,H). 

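Among the genes used for the components, 36 in the striatum had an absolute Pearson's r of at least 0.6 with the treatment, 32 with higher FPKM in MA and 4 with lower. There were 141 in the whisker follicle, 55 higher and 86 lower. On log2 values there were 47 and 125, and the balance in the whisker follicle turned, with 68 higher and 57 lower (71 and 52 by Spearman's rho). Over all genes tested it did not turn, with 445 of 719 lower on FPKM, 361 of 650 on log2 values and 390 of 692 by Spearman's rho. Pkp2 had the strongest relation named here in the striatum, with r = 0.928, and in the whisker follicle Ogt had r = -0.888. Because the same libraries were used to pick the genes and to compute r, these values describe the 12 libraries of a tissue and carry no separate test.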

The positive and negative correlations of the genes are indicated by the red and blue color, respectively.

### 2.4. Construction of Protein–Protein Interaction (PPI) Networks

Next, we constructed protein–protein interaction (PPI) networks from total, up-regulated, and down-regulated DEGs of the two tissues, respectively, based on the Search Tool for the Retrieval of Interacting Genes/Proteins (STRING) database [13] (Figure S4). The PPI networks were built using the Cytoscape software. The fold change of each node was expressed as color intensity. The up- and down-regulated networks of each tissue showed a separate form from the total network, but no networks were lost or newly formed. We analyzed the enriched function and pathway of the six networks using the DAVID tool and summarized the results in Tables S5 and S6 with biological process (BP), cellular component (CC), molecular function (MF) functional tools as well as KEGG. The total network of the striatum consisted of 69 nodes and 72 edges and appeared to contain several fragmented modules (Figure 4A). 

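By the ratio of mean FPKM alone, 266 striatal genes were at least 1.5-fold higher in MA and 100 at least 1.5-fold lower, among the 10607 tested. Of these, 113 and 29 had an unadjusted p under 0.05. For 137 of the higher and 44 of the lower genes, the ratio of the medians of the groups was under 1.5. The fibrillar collagen gene Col3a1 is an example, with 1.03 ± 0.194 FPKM in SA and 2.41 ± 3.25 in MA (SD, n = 6 libraries each), where MA library 3 was at 9.03 and the ratio without it was 1.05.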

Most of the genes that make up the striatum network were found to be up-regulated by MA. The total network of whisker follicle consisted of 223 nodes and 1191 edges and looked like a single network that was densely packed around the center (Figure 4B). Genes located near the center of the whisker follicle network tended to be down-regulated by MA, while some genes located outside the center were found to be up-regulated by MA

### 2.5. Cluster Analysis

We performed a cluster analysis on the PPI networks of the two tissues to elucidate the network structure and the relations among its components [14,15]. The cluster analysis was conducted using the Molecular Complex Detection (MCODE) plug-in of the Cytoscape software, which identifies highly interactive nodes with high scores in terms of the function and localization similarity of proteins [15]. Using the cluster analysis by MCODE, we found top three statistically significant gene modules in the network of the striatum and of the whisker follicle, respectively (Figure 4). To verify the biological functions of each module in the networks, we performed pathway enrichment functional analysis by means of the ClueGO application based on the KEGG database (Tables S7 and S8). Our data revealed that module 1 of the striatum network was significantly enriched with addiction-related functions such as nicotine addiction, cocaine addiction, amphetamine addiction, glutamatergic synapse, retrograde endocannabinoid signaling, and osteoclast differentiation signaling (Figure 5A). Notably, *FosB*, *Fosl2*, *Arc*, and *Junb* were identified as statistically significant genes that were up-regulated after MA self-administration, whereas *Gabra1*, *Slc17a6*, *Slc17a7*, and *Gria2* were identified as down-regulated genes (Figure 5A). 

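Transcripts of the AP-1 family and of Arc had higher means in the striatum of MA rats, and 5 of the 6 MA libraries were above every SA library for Fosl2, Arc and Junb. Fosl2, an AP-1 transcription factor, was at 2.41 ± 0.859 FPKM in SA and 11.0 ± 6.40 in MA (SD, n = 6 libraries each). Its log2 fold change was 1.64 (standard error 0.37, adjusted p = 0.577 from limma; exact permutation test of this gene alone, p = 0.0108). Arc, which encodes a cytoskeleton-associated protein of active synapses, was at 27.1 ± 11.7 and 65.9 ± 29.4, with a log2 fold change of 1.19 (standard error 0.38, exact permutation test, p = 0.0260). For Junb the values were 32.4 ± 11.1 and 65.2 ± 27.5 (log2 fold change 0.95, standard error 0.28, exact permutation test, p = 0.0152), and for Fosb they were 2.62 ± 1.05 and 5.43 ± 2.97 (log2 fold change 0.74, standard error 0.31, exact permutation test, p = 0.0584). The adjusted p from limma was 0.577 for Arc and Junb and 0.593 for Fosb. Since the paper picked these genes in the same libraries, their exact p, unadjusted over genes, is not independent evidence. MA library 5 lay within the SA range for each of the 4 genes. Without it, Fosl2 passed the threshold of limma (adjusted p = 0.00515, against 0.00515 to 1.00 over its 21 alternatives).

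**Figure D1:**
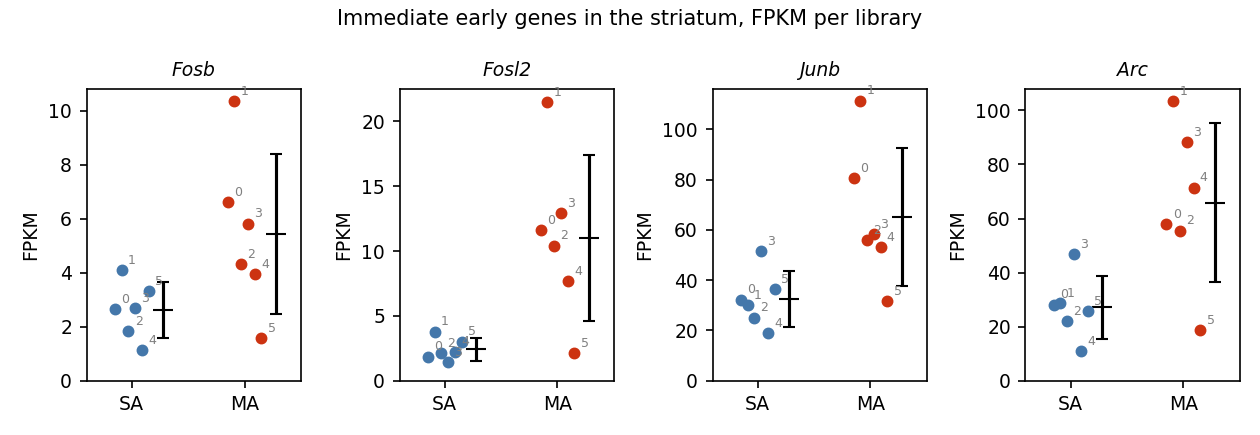
FPKM of Fosb, Fosl2, Junb and Arc in each striatum library of SA and MA rats. Each point is a library with its column index, and the bar gives the mean and SD of 6 libraries. MA library 1 was the highest for all 4 genes, at 21.5 FPKM for Fosl2, and MA library 5 the lowest of its group.

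Gria2, which encodes an AMPA receptor subunit and shares its row with a microRNA gene, was at 101 ± 59.8 FPKM in SA and 64.2 ± 44.8 in MA (adjusted p = 0.727 from limma; exact permutation test, p = 0.288). Single outlying libraries set the means of the vesicular glutamate transporter genes. Slc17a7 was at 39.9 FPKM in SA library 1 and at 0.734 to 1.94 in the other 5 SA libraries, and the MA libraries were at 0.774 to 7.97 (exact permutation test, p = 0.812). Without SA library 1 the mean of Slc17a7 was 1.95 times as high in MA as in SA, a value that rests in turn on MA library 3 at 7.97. Slc17a6 had a mean FPKM under 1 and was not in the test of all genes. It was at 6.82 in SA library 4 and at 0.0744 to 0.802 in the other 5, with MA libraries at 0.0182 to 1.35 (exact permutation test, p = 0.355). Without SA library 4 the MA mean of Slc17a6 was 0.895 times the SA mean, with MA library 5 at 1.35 and the other 5 MA libraries at 0.0182 to 0.202.

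**Figure D2:**
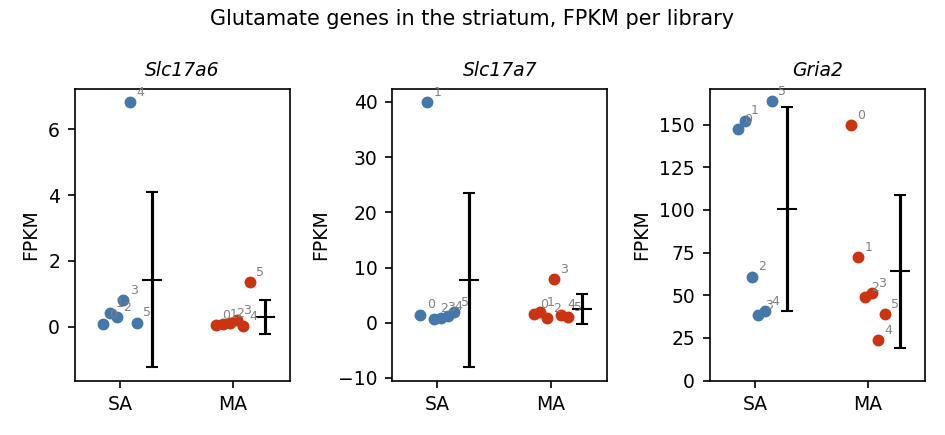
FPKM of Slc17a6, Slc17a7 and Gria2 in each striatum library of SA and MA rats. Each point is a library with its column index, and the bar gives the mean and SD of 6 libraries. The SA means of Slc17a6 and Slc17a7 rest on SA library 4 at 6.82 FPKM and SA library 1 at 39.9 FPKM.

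The paper assigns these genes to module 1 of its striatum network and, from the pathways enriched in that module, links it to addiction-related functions.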

Next, we performed pathway enrichment functional analysis on two representative modules of whisker follicles. As a result, functionally relevant pathways were analyzed in module 1 and module 2 (Figure 5B,C). 

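Transcripts of ribosomal and respiratory chain proteins were lower as groups in MA whisker follicles. Of 87 rows of cytosolic ribosomal protein genes, 82 had a log2 fold change below 0 (median -0.49, camera adjusted p = 1.20e-11, adjusted p = 0.785 with an estimated correlation). After quantile normalization the median was -0.30, and the list still passed at the preset correlation. No member passed limma's threshold, over all genes or when adjusted over the list alone. Rps9 has 2 entries, at 249 ± 112 and 174 ± 96.2 FPKM in SA and 84.6 ± 61.7 and 45.0 ± 54.9 in MA (SD, n = 6 libraries each), and Rpl27a was at 634 ± 249 and 334 ± 89.9. Of 73 nuclear-encoded subunits of oxidative phosphorylation, 62 were below 0 (median -0.37, camera adjusted p = 5.42e-07, adjusted p = 0.785 with an estimated correlation). The ATP synthase subunit Atp5l was at 1978 ± 806 in SA and 1071 ± 302 in MA, and Sdhd, a subunit of succinate dehydrogenase, at 68.9 ± 13.7 and 53.4 ± 5.98. Of 66 mitochondrial ribosomal protein genes, 58 were below 0 (median -0.32, camera adjusted p = 6.37e-06, adjusted p = 0.785 with an estimated correlation), with Mrpl13 at 91.6 ± 21.1 and 62.0 ± 8.84. The paper shows 24 of the 87 ribosomal and 16 of the 73 oxidative phosphorylation genes as changed in these libraries, so the direction of these lists is not independent evidence. SA library 0 had the lowest ribosomal score of the 12 libraries, at -0.95, while the other SA libraries lay between 0.07 and 0.90 and the MA libraries between -0.69 and 0.19.

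**Figure D3:**
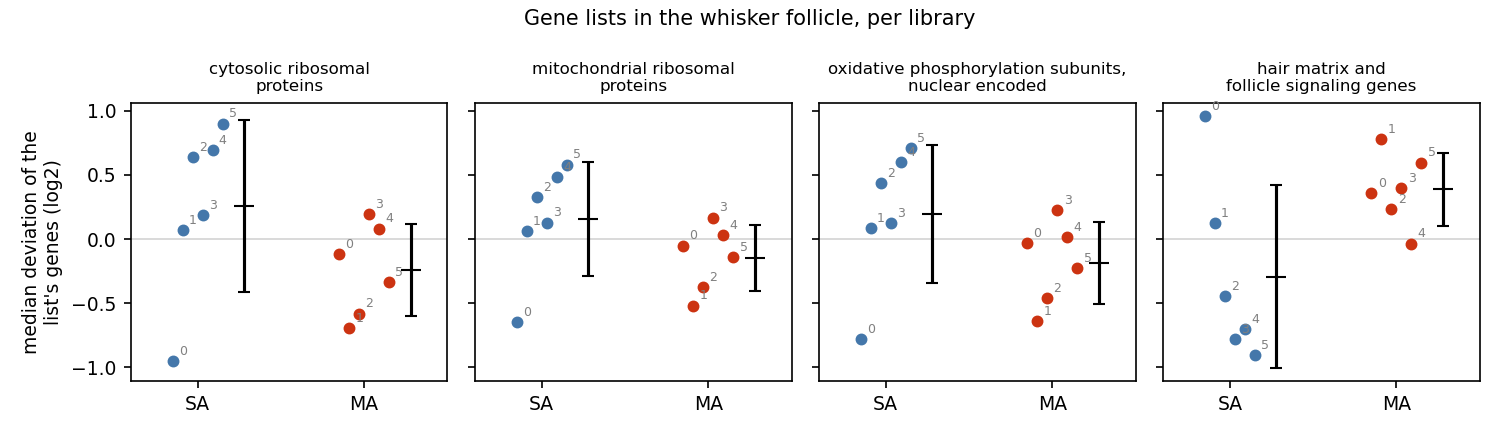
Score of 4 gene lists in each whisker follicle library of SA and MA rats, as the median deviation of the list's genes from their mean over the 12 libraries on the log2 scale. Each point is a library with its column index, and the bar gives the mean and SD of 6 libraries. SA library 0 lies at the low end for the ribosomal lists and oxidative phosphorylation and at the high end for hair matrix genes, at 0.96.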

Module 1 of whisker follicles turned out to be enriched with pathways associated with neurodegenerative diseases (such as Huntington’s disease, Alzheimer’s disease (AD), and Parkinson’s disease) and oxidative phosphorylation as well as a pathway related to ribosomes (Figure 5B). Of note, module 2 of whisker follicles was also mainly enriched with pathways associated with neurodegenerative diseases, although all genes of module 2 are different from those of module 1 (Figure 5C). Moreover, *App*, *Uchl1*, and *Ap2a1* were identified as statistically significant genes whose expression increased after MA self-administration, whereas all the genes that make up these two modules featured a down-regulation pattern. 

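App, the amyloid precursor protein gene, was at 149 ± 57.3 FPKM in SA whisker follicles and 241 ± 76.4 in MA (SD, n = 6 libraries each), a log2 fold change of 0.72 (standard error 0.26, adjusted p = 0.465 from limma; exact permutation test, p = 0.0411). All 6 MA libraries were above the SA median and 2 were above every SA library. Ap2a1, a subunit of the clathrin adaptor complex AP-2, was at 18.9 ± 9.28 and 28.6 ± 5.91 (log2 fold change 0.67, standard error 0.26, exact permutation test, p = 0.0541). Uchl1, a ubiquitin hydrolase abundant in neurons, was at 24.2 ± 15.5 and 58.1 ± 49.5 (log2 fold change 1.16, standard error 0.61, exact permutation test, p = 0.128), with MA library 4 at 148. Without SA library 0, App and Ap2a1 passed limma's threshold, with adjusted p of 0.0240 and 0.0208. Over the 21 alternatives the adjusted p ranged from 0.0156 to 0.803 for App and from 0.0153 to 0.803 for Ap2a1, lowest with weighted libraries. As the paper picked App, Ap2a1 and Uchl1 in these libraries, their exact p is not independent evidence.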

Overall, 15 genes in the striatum and 62 genes in the whisker follicle were selected by the cluster analysis.

### 2.6. Centrality Analysis

For the topological analysis of the network, the degrees and betweenness centrality values were calculated with the NetworkAnalyzer tool [15] of the Cytoscape software. To identify hub genes that are important for network cross-talk and biological essentiality [16,17], two topological features, the degree and betweenness centrality, were considered. In each network (the striatum and the whisker follicle), the degrees were set to cut-off levels of 2 and 5, respectively. The genes filtered by degree values are listed in the order of betweenness centrality values, and each of the top 20 genes was chosen as a hub gene. The hub genes of each tissue were visualized in scatter plots with the degrees and betweenness centrality values as axes (Figure 6A,B, left panel). 

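Of the 20 striatal hub genes in Fig. 6A, 17 had a higher and 3 a lower mean FPKM in MA. Of the 19 that entered the test of all genes, 8 had an unadjusted p under 0.05, all of them higher in MA, and the smallest adjusted p was 0.577 (limma). The orphan nuclear receptor gene Nr4a3 was at 1.19 ± 0.660 FPKM in SA and 6.67 ± 4.19 in MA (SD, n = 6 libraries each; exact permutation test, p = 0.00866), and Nr4a1, of the same family, was at 13.9 ± 7.85 and 47.3 ± 27.3 (exact permutation test, p = 0.0216). Besides these immediate early genes, the hub genes include collagens, hemoglobins and the heme synthesis enzyme Alas2. MA library 3 moved the ratio of means most for 9 of the 20 genes, and for 11 of the 20 the ratio no longer reached 1.5 without some single library. Col1a1, for example, was at 12.2 FPKM in MA library 3, and its ratio was 2.36 with that library and 1.34 without it. Hub genes were picked by the paper in these libraries and the examples by smallest p. Their exact p is therefore not independent evidence.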

A list of hub genes is shown at the right of Figure 6A,B. KEGG pathway analysis shown in Supplementary Table S9 revealed that the hub genes of the striatum were mainly enriched with addiction-related functions and nervous system-related functions. The hub genes of the whisker follicle were enriched with neurological disorder-related functions.

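Among the 20 whisker follicle hub genes in Fig. 6B, 16 had a lower and 4 a higher mean FPKM in MA. Of these, 6 had an unadjusted p under 0.05, 3 lower and 3 higher, and the smallest adjusted p was 0.465 (limma). Elavl1, an RNA-binding protein that stabilizes transcripts, was at 35.0 ± 15.4 FPKM in SA and 18.5 ± 3.59 in MA (SD, n = 6 libraries each; exact permutation test, p = 0.0325). Mrps33, a mitochondrial ribosomal protein, was at 376 ± 164 and 199 ± 52.5 (exact permutation test, p = 0.0563). The kinase gene Akt1 was at 20.5 ± 16.6 and 35.4 ± 10.1 (exact permutation test, p = 0.0628). SA library 5 moved the ratio of means most for 11 of the 20 genes and SA library 0 for 8, and for 14 of the 20 the ratio no longer reached 1.5 without some single library. For Sod1, which encodes superoxide dismutase, SA library 0 was at 92.1 and SA library 5 at 391 FPKM, the lowest and the highest of the 12 libraries. As in the striatum, the exact p of these hub genes is not independent evidence.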

### 2.7. Identification of Potential Diagnostic Markers

In the multivariate analysis and network analysis, 49 and 129 statistically significant genes were eventually selected from the DEGs of the striatum and of the whisker follicle, respectively, and these chosen genes are presented in a Venn diagram according to the statistical analysis performed (Figure 7). 

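Arc and Junb both passed the limit of 0.6 for the correlation with treatment in the striatum, with r = 0.688 and r = 0.651 over 12 libraries. Fosl2 had r = 0.719 and Fosb r = 0.569. Arc was above the SA median in 5 of 6 MA libraries and Junb in 6 of 6, and for both genes 5 MA libraries lay above every SA library.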

Of the 49 genes selected in the striatum, the activity-regulated cytoskeletal gene (*Arc*) and Jun B proto-oncogene (*Junb*) were found to be crucial genes selected by each of the three statistical analyses (Figure 7A). In the whisker follicle, the amyloid precursor protein (*App*) gene was also found to be a crucial gene selected by all three statistical analyses (Figure 7B). 

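The correlation of App with treatment over the 12 whisker follicle libraries was r = 0.599 (Spearman's rho = 0.628). It was 0.563 for Ap2a1 and 0.452 for Uchl1. The SA library with the highest App value was SA library 0, at 244 FPKM, and without it the MA mean was 1.86 times the SA mean, compared with 1.62 over all libraries.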

Notably, *Per1*, *Ddit4*, and *Tagln* were identified as common genes between whisker follicles and the striatum (Figure 7A,B). 

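Per1 and Ddit4 had higher means in MA in both tissues, and Ddit4 separated the groups in the whisker follicle. Ddit4, a stress-induced inhibitor of mTOR signaling, was at 65.6 ± 9.25 FPKM in SA whisker follicles and 103 ± 25.3 in MA (SD, n = 6 libraries each). Every MA library was above every SA library (log2 fold change 0.62, standard error 0.15, adjusted p = 0.465 from limma; exact permutation test, p = 0.00216, the smallest possible). In the striatum it was at 46.3 ± 8.31 and 75.6 ± 25.0 (log2 fold change 0.65, standard error 0.20, exact permutation test, p = 0.0173). Per1, a circadian clock gene, was at 13.8 ± 2.24 and 22.7 ± 7.88 in the striatum (log2 fold change 0.61, standard error 0.22, exact permutation test, p = 0.0303) and at 4.38 ± 2.51 and 8.72 ± 3.68 in the whisker follicle (log2 fold change 0.93, standard error 0.31, exact permutation test, p = 0.0260). Tagln, an actin-binding protein of smooth muscle, was at 14.5 ± 4.13 and 25.9 ± 32.2 in the striatum (exact permutation test, p = 0.779) and at 44.5 ± 20.1 and 72.5 ± 48.4 in the whisker follicle (exact permutation test, p = 0.394). In the striatum, MA library 3 was at 91.1 FPKM of Tagln, and without it the MA mean was 0.886 times the SA mean and the log2 fold change was -0.18. Without SA library 0, Ddit4 and Per1 passed limma's threshold in the whisker follicle, with adjusted p of 0.0203 and 0.0260, where the range over the 21 alternatives was 0.0129 to 0.803 and 0.0156 to 0.803. Because the paper picked Per1, Ddit4 and Tagln in these libraries, their exact p is not independent evidence.

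**Figure D4:**
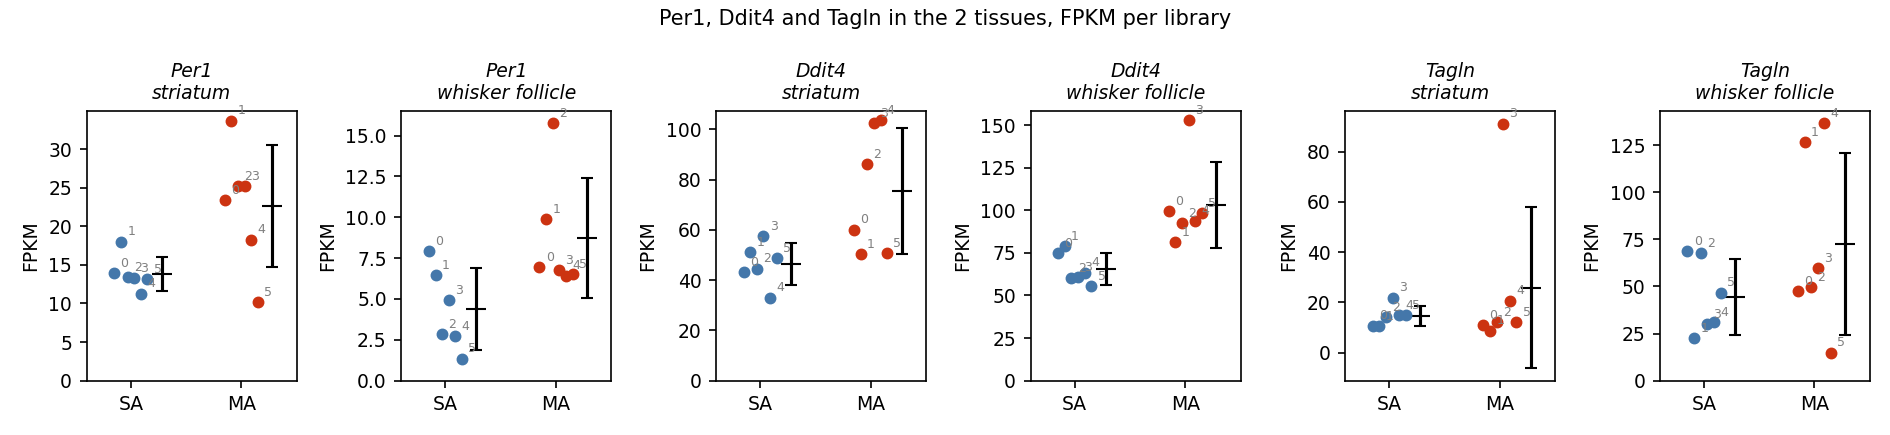
FPKM of Per1, Ddit4 and Tagln in each striatum and whisker follicle library of SA and MA rats. Each point is a library with its column index, and the bar gives the mean and SD of 6 libraries. For Ddit4 in the whisker follicle the MA libraries lie between 81.5 and 153 FPKM and the SA libraries between 55.4 and 79.0.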

We also verified the expression of these key genes by Western blot and RT-PCR analyses (Figure S5). Next, to examine the comparability of gene expression between whisker follicles and the striatum, we conducted functional analysis of relations of the two tissues using the ClueGO application in the Cytoscape software. In Figure 8, tissue-specific functions in the striatum (blue) and in the whisker follicle (green) and common functions between the two tissues (yellow) are presented. Notably, several pathways, including synaptic vesicle cycle and retrograde endocannabinoid signaling pathways, were identified as common functions that link the whisker follicle tissues and striatal tissues, indicating the cross-talk between both tissues.

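Neither list of these pathways passed the test in either tissue. Of 37 synaptic vesicle cycle genes measured in the striatum, 26 had a log2 fold change below 0 (median -0.07, camera adjusted p = 0.192), and of 24 in the whisker follicle 13 were below 0 (median -0.02, camera adjusted p = 0.858). Endocannabinoid signaling genes were above 0 in 6 of 11 cases in the striatum (median 0.07, camera adjusted p = 0.897) and in 2 of 3 in the whisker follicle (camera adjusted p = 0.972). The difference of the MA effect between the tissues did not pass for these lists either (camera adjusted p = 0.662 for both). No vesicle cycle gene of either tissue passed limma's threshold when adjusted over the list alone.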

## 3. Discussion

Drug addiction is a complicated chronic disorder that is conceptualized as a cycle that includes a reward effect, withdrawal effect, craving, and a relapse to drug-seeking behavior [18,19]. The short-access self-administration model used in the present study is designed to study the reward process, which is an initial step of MA addiction. To find potential diagnostic genes in this pathological process, the transcriptional changes caused by MA self-administration were investigated in whisker follicles and in the striatum. Previously, we have explored the changes in gene expression in the whisker follicle of MA self-administered rats to identify novel indicators of the MA reward and found that gene expression in the whisker follicle could be used to understand the rewarding effect of MA in the striatum [9]. Nonetheless, nobody has directly examined the concomitant gene expression during MA self-administration both in the striatum and in whisker follicles of the same rat at the same time points, nor have any researchers placed their results in the context of systems biology. Therefore, the examination of differential gene expression in a discrete brain region, the striatum, and at an alternative sampling site (whisker follicles) will reveal an additional transcriptional landscape for MA rewards. Furthermore, it might be interesting to investigate whether the non-invasive analysis of whisker follicles is comparable to gene expression analysis in the striatum and yields similar results. Moreover, our study provides convergent systems biological evidence of genetic networks common between whisker follicles and the striatum in rats, and this evidence could further elucidate MA addiction in humans.

Multivariate analysis is a useful statistical technique for understanding the structure and relations of a dataset and for evaluating a biomarker candidate with respect to various experimental measurements [20,21]. As multivariate analyses, PCA and correlation analysis were conducted here using the MetaboAnalyst v4.0 (http://www.metaboanalyst.ca) online tool. Both PCA and correlation analysis can visualize variation in a dataset and identify technical or biological outliers that were not excluded at the alignment step. Topological analysis based on a PPI network plays an important role in the prediction of the function of genes or proteins connected to a network and provides a view into the functional relations of the interactions among the genes or proteins in a biological system [15,22]. PPI networks generally have a variety of topological features such as the degree, betweenness centrality, closeness centrality, shortest path length, and clustering coefficient that help to clarify the architecture and function of the network [15,23]. Although each of these analyses has its own advantages, there is also a risk that the data may be misinterpreted or missed if only one type of analysis is applied. Therefore, we employed multiple bioinformatics tools to analyze the RNA-seq data, and this strategy might be more reliable than a single-analysis approach in that the multiple analyses can reduce error and improve the authenticity of the data.

Independent multivariate and network analyses detected 49 and 129 genes (including *Arc*, *Junb*, and *App*, which are expected to play a major role in MA reward and addiction) in the striatum and whisker follicle, respectively. Some reports indicate that an acute injection of MA significantly up-regulates many immediate early genes such as members of the AP-1 family [24,25], and that acute and chronic administration of MA leads to increased *Arc* expression in the rat cerebral cortex, striatum, and hippocampus [26]. Our data revealed that several AP-1 family members such as *Junb*, *Fosl2*, and *Fosb* were up-regulated by MA self-administration in the striatum. 

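As a group, the immediate early genes were higher in the striatum of MA rats. Of 23 measured, 22 had a log2 fold change above 0 (median 0.56, camera adjusted p = 6.52e-10, adjusted p = 0.528 with an estimated correlation). None passed limma's threshold over all genes, 11 passed when adjusted over the list alone, and 13 had an unadjusted p under 0.05. The paper shows 11 of the 23 as changed in the striatum (Fig. 7A), so the list is not independent evidence of direction. Egr2, a zinc finger transcription factor, was at 2.10 ± 1.01 FPKM in SA and 6.92 ± 5.12 in MA (SD, n = 6 libraries each; exact permutation test, p = 0.0346). The score of the list was between 0.13 and 0.99 in 5 MA libraries and between -0.85 and -0.08 in the 6 SA libraries, with MA library 5 at -0.67 (exact permutation test, p = 0.0368). In the whisker follicle, 14 of 19 immediate early genes were above 0 (median 0.19, camera adjusted p = 0.315), and Egr2 was lower when adjusted over the list alone.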

The MA self-administered rats showed increased expression of a synaptic-plasticity-related gene, *Arc*, in the striatum. *Arc* is an effector immediate early gene participating in synaptic plasticity and memory consolidation [27,28]. 

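Of 19 glutamate receptor subunit genes measured in the striatum, 12 had a log2 fold change below 0 and 7 above 0 (median -0.08, camera adjusted p = 0.429). None had an unadjusted p under 0.05. Gria2 had the most negative value of them, at -0.62 (standard error 0.47), and MA library 0 was the highest of its group, at 149.7 FPKM. Without that library the MA mean of Gria2 was 0.469 times the SA mean, compared with 0.639 over all libraries. Without SA library 5 the difference was smaller, with an SA mean 1.37 times the MA mean, compared with 1.57 over all libraries.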

An increased expression of *Arc* in the visual cortex has been reported to decrease synaptic strength by inducing α-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid (AMPA) receptor endocytosis [29,30], which is consistent with our data showing decreased expression of *Gria2*, which is a gene encoding a subunit of the AMPA receptor.

Our results revealed that highly connected gene modules are associated with drug addiction in the striatum. By contrast, in whisker follicles, DEGs known (through annotation) to be associated with neurodegenerative disorders were prominent. These findings imply that MA self-administration induces differential gene expression in both tissues, thus activating distinct functions. However, in this context, it is noteworthy that *Arc* is required for postsynaptic trafficking and processing of Appand amyloid β formation, which appear to be relevant to AD pathogenesis [31]. In whisker follicles, the *App* gene has been identified as a potential marker gene, which is in agreement with our previous data suggesting that *App* is an addiction-related gene in the whisker follicle in MA self-administered rats [9]. Although much remains to be studied, we cannot ignore the possibility that MA-induced genetic changes disturbing homeostatic synaptic plasticity in the brain are somehow reflected in whisker follicles, thereby linking the functions between striatal tissues and whisker follicle tissues. In fact, a recent report supports this hypothesis in that the pathological changes associated with AD can be reflected in peripheral tissues, fluids, and cells such as fibroblasts, the olfactory epithelium, whole blood, and plasma, which are considered useful sources for potential biomarkers of AD [32].

Moreover, in our study, several DEGs including the circadian clock gene period 1 (*Per1*) were identified in both the striatum and whisker follicles, i.e., in the overlap between their gene sets. 

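Among genes tested in both tissues, 36 in the striatum and 168 in the whisker follicle were higher in MA at an unadjusted p under 0.05 and a fold of at least 1.5, and 3 were on both lists, Per1, Klf2 and Ddit4. With treatment labels permuted within each tissue, a test chosen after the result was seen, 2 of 100 draws, the real one included, gave at least 3. Both tissues came from the same rats but could not be paired, so labels were drawn in each tissue on its own. A state shared by the tissues of a rat could make that share of draws too small. No gene was lower in both by these limits, and Rps21 was higher in the striatum and lower in the whisker follicle (18 of 100 draws gave at least 1). Circadian clock genes as a group did not pass in the striatum, where 12 of 15 were above 0 (camera adjusted p = 0.603), or in the whisker follicle, where 8 of 15 were (camera adjusted p = 0.421). By the ratio of mean FPKM alone, 24 genes were at least 1.5-fold higher in both tissues (7.29 expected), Tagln among them, and 6 at least 1.5-fold lower in both (1.81 expected), among them both entries of Rps9. These expected counts treat genes as independent. The overlaps by the ratio alone were not tested with permuted labels, so an excess over chance is not shown for them.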

Drug addiction has long been linked to disruptions in diurnal and circadian rhythms. Of note, it has been demonstrated that drugs of abuse alter the expression of circadian-clock genes in reward-related regions of the brain, thereby directly affecting ongoing circadian rhythms [33]. In addition, people with insomnia are more prone to addiction [34], suggesting that the disruption of circadian rhythms may be strongly related to drug reward and addiction. In agreement with this notion, acute MA administration leads to a rapid induction of *Per1* expression in the dorsal striatum of mice [35]; this change may increase drug seeking and craving when drugs are anticipated. Additionally, a recent report suggests that *Per1* expression in peripheral cells such as leukocytes and hair follicles may be used as an appropriate biomarker for the assessment of biological clock traits [36]. Therefore, our findings strongly indicate that *Per1* expression in peripheral hair follicles is an indicator of MA reward in the brain. 

Collectively, our findings provide overall gene expression profiles and identify key genes and pathways related to MA reward in whisker follicles and in the striatum as a result of a series of bioinformatics analyses. 

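Across 8212 genes tested in both tissues, the log2 fold changes in the striatum and in the whisker follicle had a Pearson's r of -0.0554 and a Spearman's rho of -0.0965. Genes are not independent replicates, and permuted treatment labels gave r between -0.387 and 0.363 in 100 draws (permutation p = 0.713 for r and 0.644 for rho). Without pairing of the tissues by rat, the labels of a rat could not be moved together in these draws. The sign was the same in 46.5% of genes. The MA effect differed between the tissues at an adjusted p under 0.05 (limma interaction) for 3 genes. Pkp2 was 0.78 in the striatum and -0.44 in the whisker follicle on the log2 scale (adjusted p = 3.38e-05), Gpn3 -0.21 and 0.34 (adjusted p = 0.0404), and H1f0 -0.11 and 0.57 (adjusted p = 0.0404). Without SA library 0 of the whisker follicle, 1628 genes passed, and without any other single library 1 to 5 did.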

The gene expression patterns were found to be mostly different between whisker follicles and the brain, pointing to the activation of independent functions in the two tissues in response to the MA. The gene expression patterns were found to be mostly different between whisker follicles and the brain, pointing to the activation of independent functions in the two tissues in response to the MA. Nevertheless, our findings suggest that common alterations of expression of several genes and pathways in the brain and peripheral whisker follicles may serve as diagnostic markers of the rewarding effect of MA. Future research directions may also be highlighted.

## 4. Materials and Methods 

### 4.1. Animals

Male Sprague–Dawley rats (Daehan Animal, Seoul, Korea) weighing between 260 and 280 g at the start of the study were housed individually on a 12 h light-and-dark cycle, with all the experiments conducted during the light cycle. The rats had ad libitum access to food and water throughout the experiment. All the animals were handled (for acclimation) for at least 5 days prior to the surgical procedure and experiments. All experimental procedures were approved by the Institutional Animal Care and Use Committee at the Korea Institute of Toxicology (Approval No. KIT-1605-0710, B116061, 12-09-2016) and met the Association for Assessment and Accreditation of Laboratory Animal Care International guidelines for the care and use of laboratory animals.

### 4.2. Methamphetamine Self-Administration and Sample Collection

Before the MA self-administration experiment, rats were trained to press the active (drug-paired) lever (30 min/day for 3 days) for a food pellet reward. Only the rats that earned at least 100 pellets in the last session of the training were chosen for the further experiment. Surgical and post-surgical techniques have been described in detail in other studies [37,38]. After surgery, the rats were allowed to recover for 7 days. The recovered rats were moved to a special chamber, and either MA dissolved in SA or SA alone was infused into the rat when the lever was pressed. The MA self-administration was performed in daily 2 h sessions (0.05 mg/kg per intravenous infusion) for 16 days. The numbers of lever presses and infusions were analyzed by two-way repeated measure (RM) analysis of variance (ANOVA) with modality of self-administration (MA, SA) and days as between- and within-subject factors, respectively, using GraphPad Prism 8.0.2. After two-way RM ANOVA, Bonferroni multiple comparison tests were used for post-hoc analysis. After the end of the MA self-administration protocol, whisker follicles and the striatum were collected as described elsewhere [9,39]. The collected tissue samples were stored at −80 °C until analysis.

### 4.3. RNA Extraction

Total RNA was isolated from whisker follicles and the striatum by the conventional method (with the TRIzol^®^ reagent; Invitrogen, Carlsbad, CA, USA). The quality and concentration of RNA were assessed on a filter-based multi-mode microplate reader (FLUOstar Omega, BMG Labtech, Ortenberg, Germany). Residual genomic DNA was removed by incubation with RNase-free DNase I for 30 min at 37 °C.

### 4.4. Construction of Transcriptome Libraries

The isolated total RNA was processed for preparation of an mRNA sequencing library using a TruSeq RNA Sample Preparation Kit v2 (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions. In brief, mRNAs were isolated from 1 μg of total RNA on RNA purification beads by polyA capture, which was followed by enzymatic shearing. After first- and second-strand cDNA synthesis, A-tailing and end repair were performed for the ligation of proprietary primers that incorporate unique sequencing adaptors with an index for tracking Illumina reads from multiplexed samples run on a single sequencing lane. For each library, an insert size of approximately 200-500 bp was confirmed by an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA), and quantification of the library was carried out by real-time PCR. Samples were sequenced on the Illumina HiSeq 2000 platform, with paired-end 101 bp reads for mRNA-seq using the TruSeq SBS Kit v3 (Illumina). The raw imaging data were transformed by base-calling into sequence data and stored in FASTQ format.

### 4.5. Processing of the RNA-Seq Data

Paired-end reads of the 24 independent samples were trimmed with Cutadapt to remove both PCR and sequencing adapters [40]. The trimmed reads were aligned to the rn6 rat reference genome in the TopHat2 software [41]. The quantification of gene expression was performed with Cufflinks [42] to calculate the fragments per kilobase of transcript per million mapped reads (FPKM) values.

### 4.6. Statistical Analysis of Differentially Expressed Genes (DEGs)

The presence of statistically significant differential expression was determined in Cuffdiff [43] at the gene level. Then, we chose gene expression differences based on their average FDRs and average log2-fold expression changes between the SA self-administration group (control) and the MA self-administration group in whisker follicles and in the striatum. For these comparisons, we assumed that genes are differentially expressed if the FDR was below 0.05 and the absolute value of fold change was >1.5.

### 4.7. Principal Component Analysis (PCA) and Hierarchical Clustering

These analyses were performed by means of MetaboAnalyst v4.0 (https://www.metaboanalyst.ca) [44]. The PCA was intended to discriminate between MA and SA samples of each tissue on the basis of their RNA-seq profiles. The values of DEGs were transformed by the autoscaling method (mean-centered and divided by the standard deviation of each variable) in MetaboAnalyst; 2D score plots of PCA between principal component 1 (PC1) and 2 (PC2) were constructed next. Red and green areas denote 95% confidence regions of MA and SA groups, respectively. The hierarchical clustering was also performed on MA and SA samples of each tissue. Euclidean distances were used as a distance measured between samples.

### 4.8. Correlation Analysis

Correlation matrix and pattern analyses of DEGs from the striatum and from the whisker follicle were performed using MetaboAnalyst. The correlation analysis was intended to evaluate the strength of a linear relation between different DEGs of each tissue. The raw data on DEGs were converted by the autoscaling method of the MetaboAnalyst online tool. For correlation matrix and pattern analyses, Pearson’s correlation coefficient (Pearson’s *r*) was computed as a correlation parameter (distance measure). Pearson’s *r* adopts a value between +1 and −1, where +1 is a total positive linear correlation, and −1 is a total negative linear correlation. The values of Pearson’s *r* for the entire gene set were obtained using PatternHunter in MetaboAnalyst, and the top 25 genes were visualized in a bar chart.

### 4.9. Centrality Analysis

PPI networks were constructed using the STRING application in Cytoscape (https://cytoscape.org). The DEGs of whisker follicles and of the striatum were employed for a protein query in the STRING application for analysis of the PPI networks. The confidence cut-offs and maximum additional interactors of the network visualization were set to 0.4 and 0.0, respectively. The color intensity of each node represented a fold change. To clarify the functional and biological importance of the genes, we analyzed topological structures of the PPI networks. For the determination of hub genes in the PPI networks of each tissue, the degrees and betweenness centrality values based on topological features were calculated via the NetworkAnalyzer tool in Cytoscape. The cut-offs for the degree in the networks of the striatum and of the whisker follicle were set to 2 and 5, respectively. The genes in the networks were ranked in the order of increasing betweenness centrality values, and the top 20 genes of the lists were designated as hub genes.

### 4.10. Functional and Pathway Enrichment Analyses

For functional and pathway enrichment analysis of the DEGs or PPI networks, two complementary analyses of Gene Ontology (GO, http://geneontology.org/), including biological process (BP), cellular component (CC) and molecular function (MF), and Kyoto Encylopedia of Genes and Genomes (KEGG, https://www.genome.jp/kegg/) were performed. The Database for Annotation, Visualization, and Integrated Discovery (DAVID, web-based online tool (https://david.ncifcrf.gov)) was used to perform GO functional and the KEGG pathway enrichment analysis. The significant thresholds of *p*-value and gene count for enrichment analysis were set to <0.05 and ≥2, respectively.

### 4.11. Cluster and Functional Annotation Analyses of PPI Networks

To extract a highly connected cluster from the above-mentioned constructed PPI networks, we investigated each statistically significant cluster by the MCODE [45] clustering algorithm. The clusters of highly connected nodes were identified at the following parameters: degree cut-off = 10, node score cut-off = 0.2, *K*-core = 2, and max depth up to 100. Bader and Hogue have described the principle and operating procedures of the MCODE clustering algorithm and have defined each parameter in detail [45]. Then, we investigated the functional pathways of each statistically significant cluster to identify the major functions of the clusters using the ClueGO [46] application in Cytoscape. KEGG was employed as a database for pathway analysis, and two parameters of the ClueGO application, the *p* value and kappa score, were set to 0.05 and 0.3, respectively. The gene pathway functional networks of each cluster were visualized by the ClueGO plug-in in the Cytoscape software.

### 4.12. Identification of Potential Markers among the DEGs of Whisker Follicles or of the Striatum

To identify the potential markers among the DEGs of each tissue, we constructed a Venn diagram from the genes identified by three procedures: correlation analysis, centrality analysis, and cluster analysis. The blue and orange color of the gene name represented genes that were down-regulated or up-regulated in each tissue, and the red color represented the up-regulated genes common for the two tissues. To investigate functional linkages between the two tissues, we performed KEGG pathway enrichment analysis on potential markers of the striatum (49 genes) and of the whisker follicle (129 genes) and visualized the gene pathway network using the ClueGO application in Cytoscape.

### 4.13. Data Availability

The sequencing data analyzed during the current study are available in the Sequence Read Archive (SRA) database (accession number PRJNA633547).

## Figures and Tables

**Figure 1:**
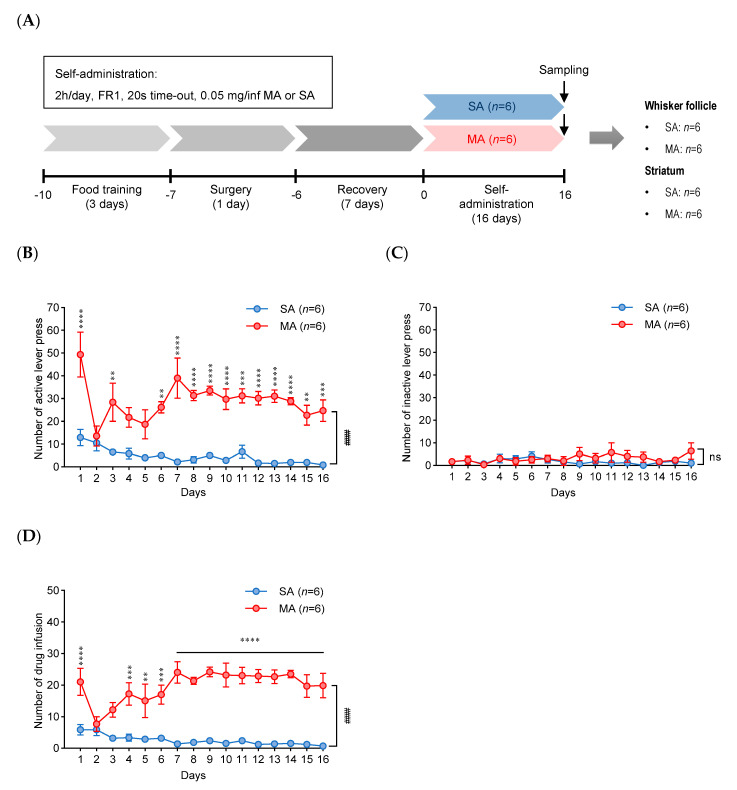
Methamphetamine (MA) self-administration. (**A**) The schematic diagram of the experimental timeline of saline (SA) or methamphetamine (MA) self-administration (*n* = 6 per group). (**B**,**C**) The numbers of active and inactive lever presses by SA or MA self-administration. (**D**) The number of infusions during MA self-administration at 0.05 mg/kg (2 h/day, fixed-rate 1 (FR1), 20 s time-out). Data were displayed as mean ± SEM (*n* = 6/group) and were subjected to two-way repeated measure ANOVA, followed by Bonferroni’s multiple comparison post hoc test: ** *p* < 0.01, *** *p* < 0.001, and **** *p* < 0.0001 on each day; #### *p* < 0.0001 between groups; *ns*, not significant.

**Figure 2:**
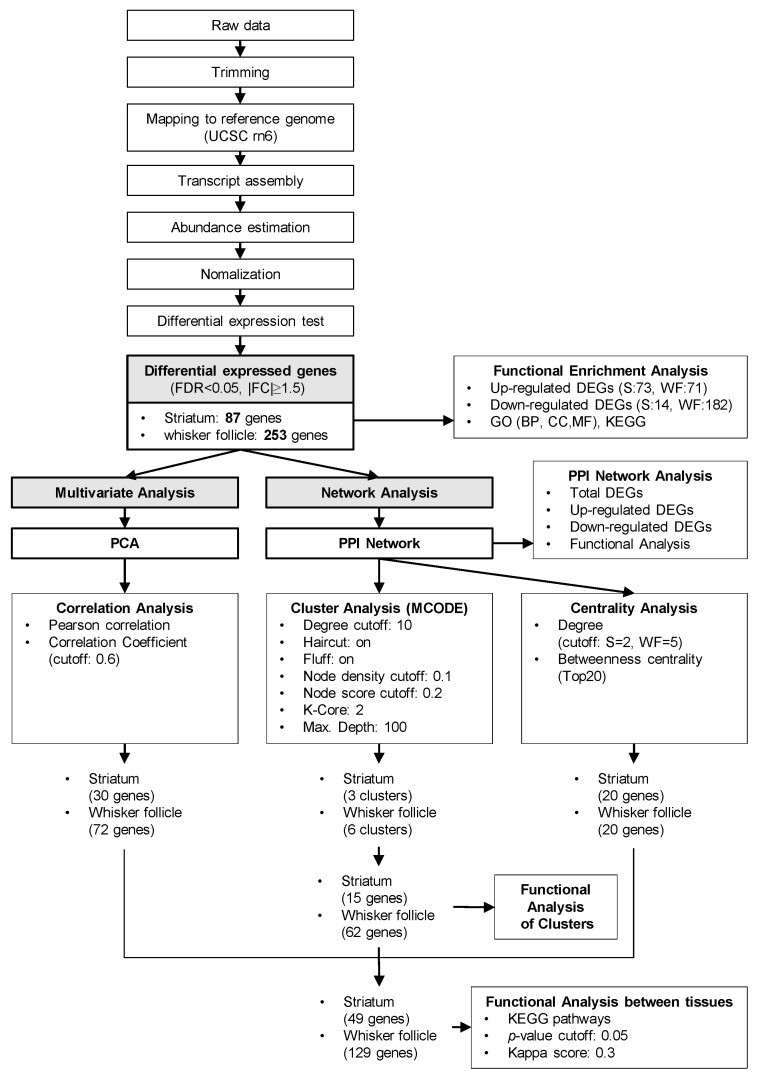
The workflow of computational analysis of the RNA sequencing (RNA-seq) data. A workflow diagram for the quality control and differential gene expression analysis of the RNA-seq data from the striatum or from the whisker follicle of MA self-administered rats.

**Figure 3:**
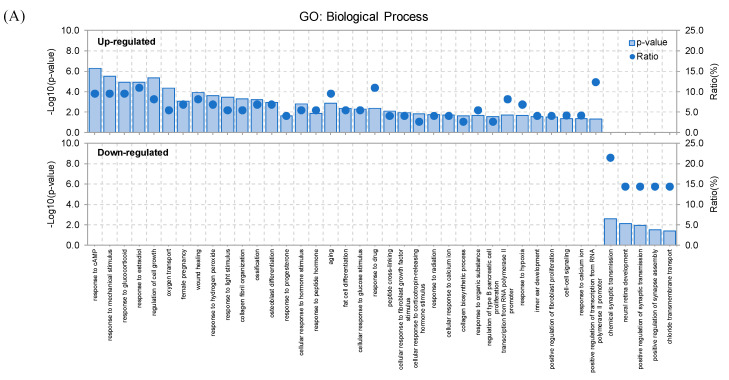

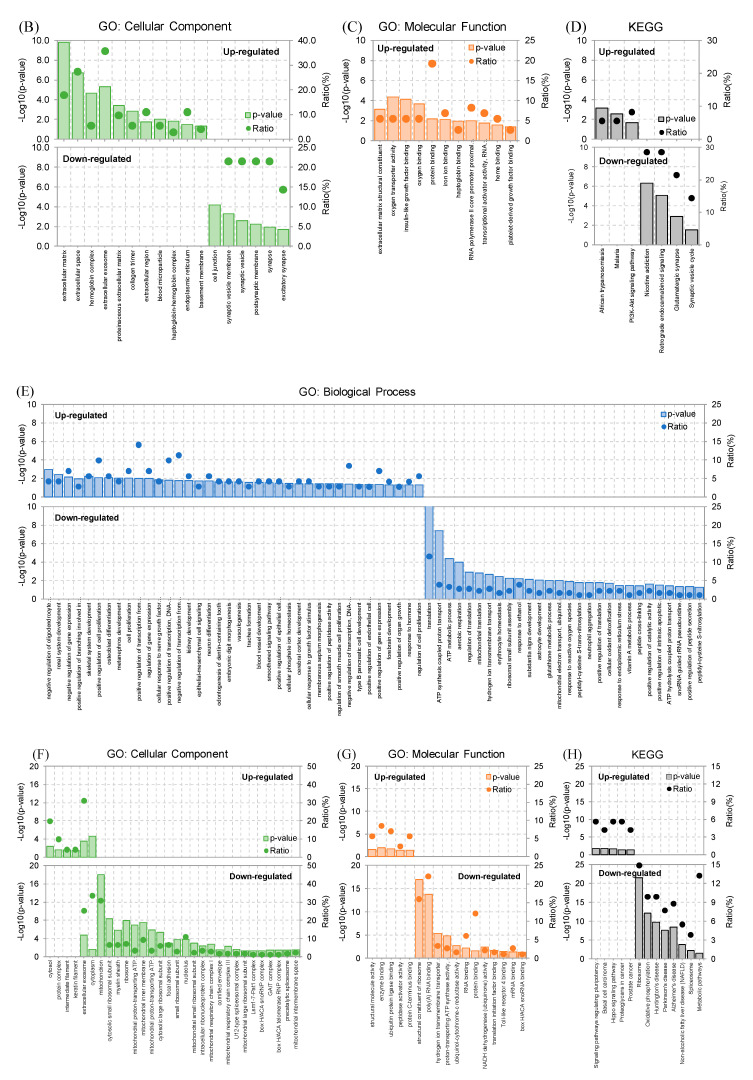
Functional enrichment analysis of up- and down-regulated differentially expressed genes (DEGs) in the striatum (**A**–**D**) and whisker follicle (**E**–**H**). Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway were analyzed in up- and down-regulated differentially expressed genes (DEGs) using Database for Annotation, Visualization, and Integrated Discovery (DAVID) database. The horizontal axis represents various functional terms, including biological process (BC) (**A**,**E**), cellular component (CC) (**B**,**F**), molecular function (MF) (**C**,**G**), and KEGG pathway (**D**,**H**). The vertical axis represents the *p*-value (−Log10) and ratio (%) of the number genes enriched in GO and KEGG terms.

**Figure 4:**
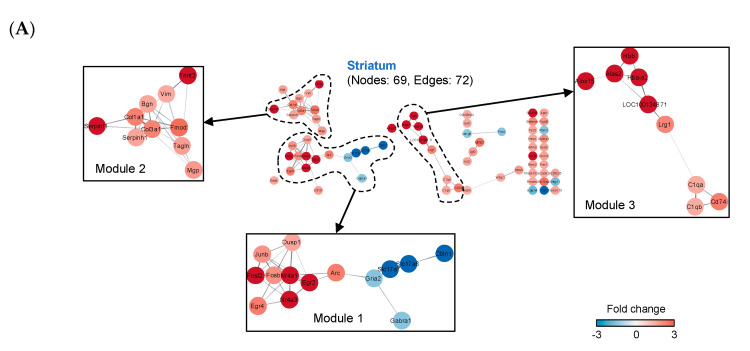

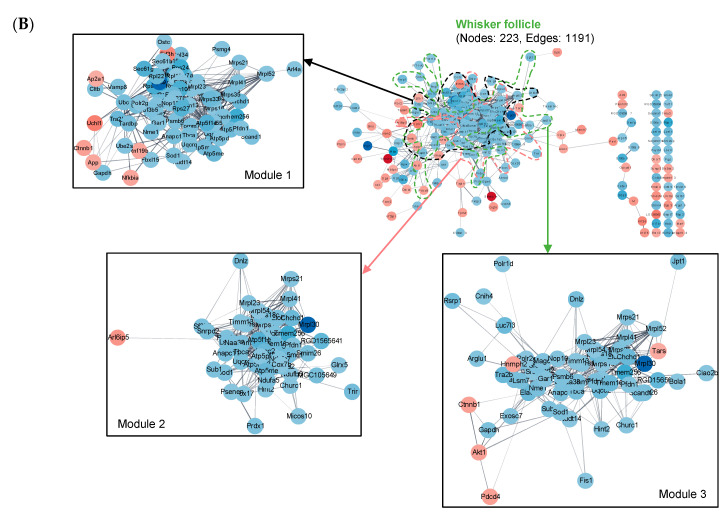
Construction of protein–protein interaction networks (PPI) from DEGs. (**A**) Construction of a PPI network in the striatum. (**B**) Construction of a PPI network in the whisker follicle. The putative PPI networks of DEGs were visualized via the Search Tool for the Retrieval of Interacting Genes/Proteins (STRING) application (confidence (score) cut-off = 0.4) in the Cytoscape software (v3.7.1). Red nodes denote up-regulated genes, and blue nodes indicate down-regulated genes. The intensity of each node color means the fold change. The top three modules of each tissue were identified by the MCODE plug-in in the Cytoscape software.

**Figure 5:**
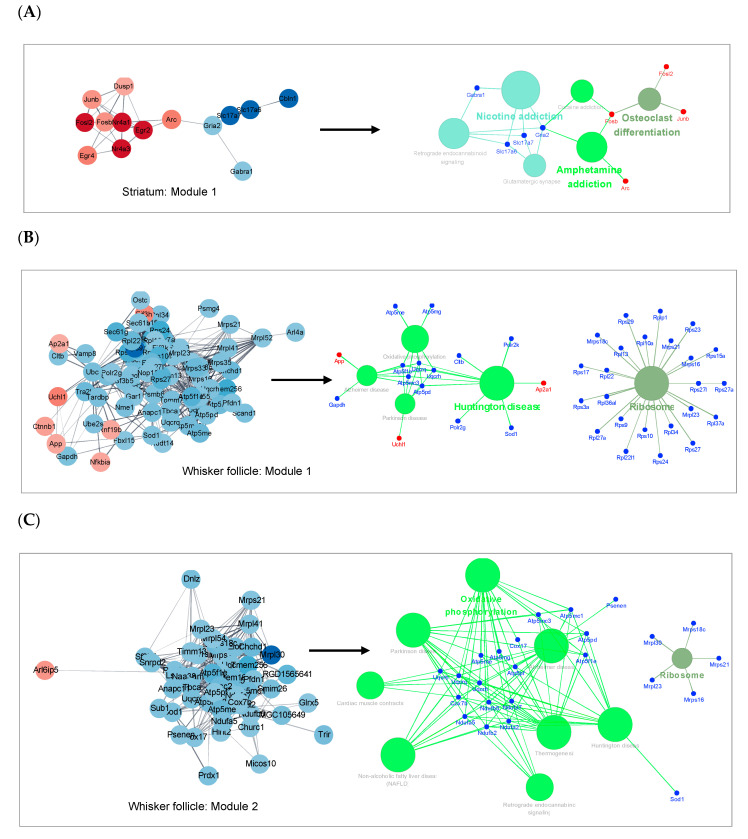
Cluster analysis of DEGs in whisker follicles or in the striatum. (**A**–**C**) Gene pathway networks that represent significantly enriched KEGG terms and related genes in designated modules. The sub-networks were analyzed and visualized using the ClueGO plug-in in the Cytoscape software.

**Figure 6:**
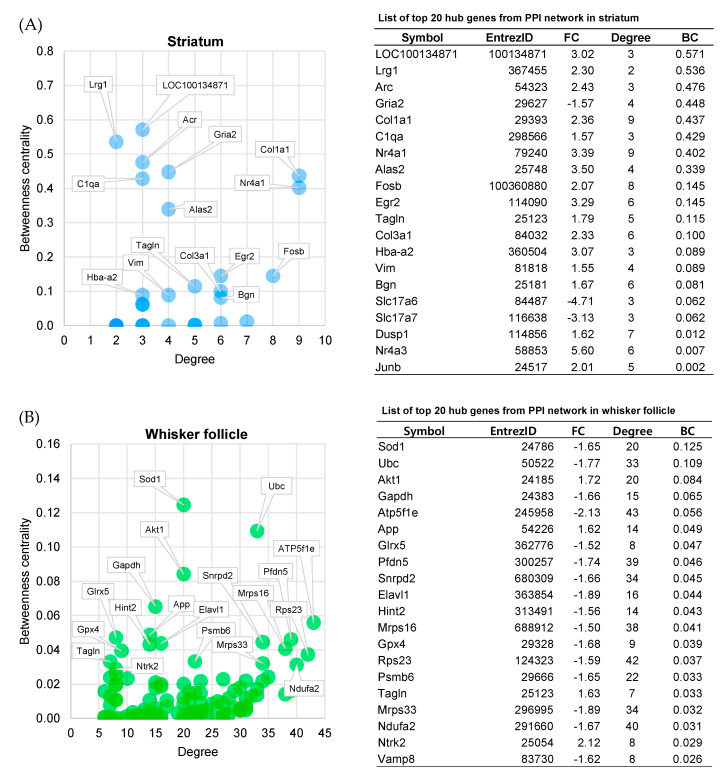
Centrality analysis and lists of the top 20 hub genes. (**A**,**B**) Betweenness centrality values and degrees of the entire PPI networks were obtained by means of the NetworkAnalyzer tool in the Cytoscape software (v3.7.1). Cut-offs of the degree for PPI networks in each tissue were set to 2 (striatum) and 5 (whisker follicle). Hub genes were arranged in the order of decreasing betweenness centrality values. A scatter plot of betweenness centrality versus the degree for nodes from PPI networks (left panel). The top 20 hub genes of PPI networks are listed in the lower panel. FC, fold change; BC, betweenness centrality.

**Figure 7:**
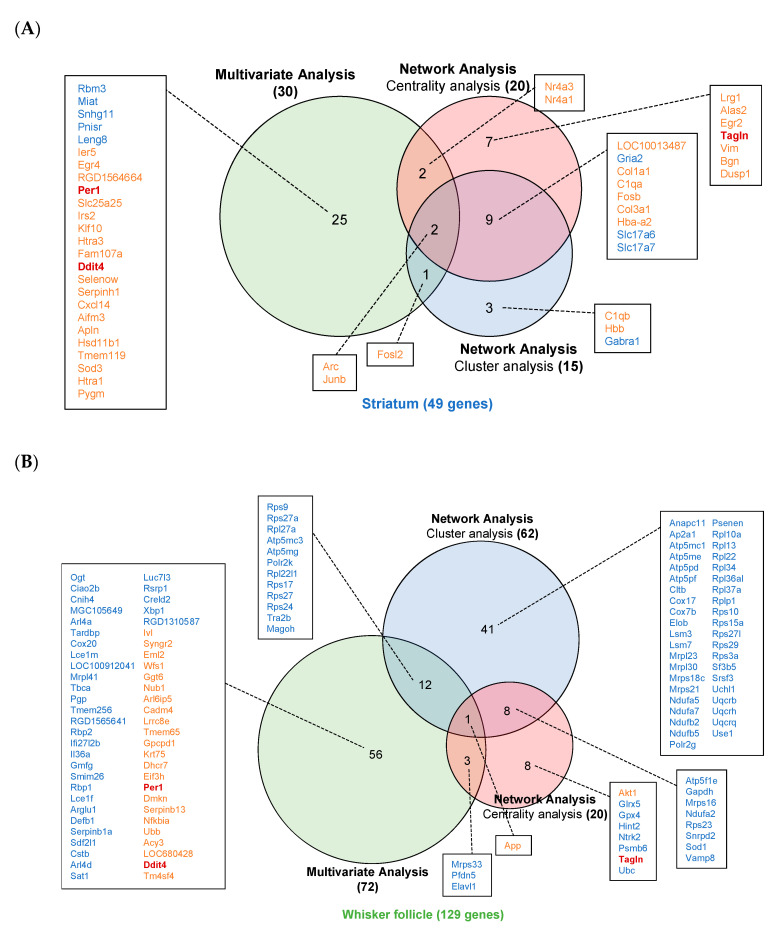
Potential diagnostic markers identified in the striatum (**A**) and in whisker follicles (**B**) of methamphetamine (MA) self-administered rats. The Venn diagram shows the potential markers identified by the multivariate and network analyses. Orange color: genes increased by MA, Blue color: genes decreased by MA, Red boldfaced: The genes identified both in the striatum and in whisker follicles.

**Figure 8:**
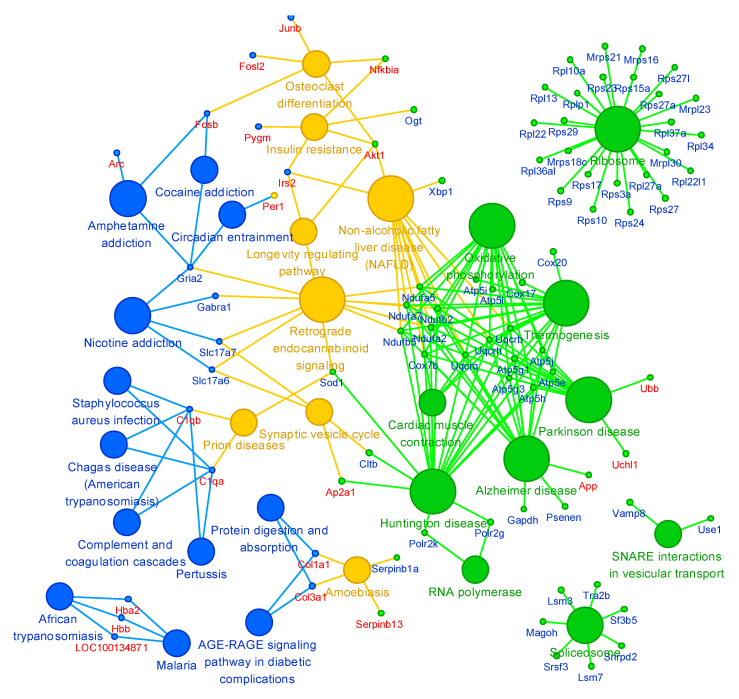
The interaction network between the striatum and the whisker follicle of methamphetamine self-administered rats. Blue color: A striatum-specific pathway (big circles) or genes (small circles), green color: a whisker follicle-specific pathway (big circles) or genes (small circles), and yellow color: the pathways or genes common for the two tissues.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/21/22/8856/s1. Supplementary Materials and Methods; Table S1. List of differentially expressed genes (87 genes) in striatum; Table S2. List of differentially expressed genes (253 genes) in whisker follicle; Table S3. Correlation coefficient list of DEGs in striatum; Table S4. Correlation coefficient list of DEGs in whisker follicle; Table S5. Functional enrichment analysis in PPI networks of the striatum; Table S6. Functional enrichment analysis in PPI networks of the whisker follicle; Table S7. KEGG pathway enrichment analysis of modules in the striatum PPI network; Table S8. KEGG pathway enrichment analysis of modules in the whisker follicle PPI network; Table S9. KEGG pathway enrichment analysis of 20 hub genes in the striatum and whisker follicle; Figure S1. Protein expression level of dopamine signaling in the striatum after MA self-administration; Figure S2. The hierarchical cluster analysis of DEGs in the striatum and whisker follicle; Figure S3. PCA and correlation pattern analysis of DEGs in the striatum and whisker follicle; Figure S4. Construction of protein–protein interaction (PPI) networks from total, up-, and down- regulated DEGs in the striatum and whisker follicle; Figure S5. Validation of several key genes in the striatum and whisker follicle.

## Abbreviations

DEGs	Differentially expressed genes
DAVID	Database for Annotation, Visualization, and Integrated Discovery
GO	Gene Ontology
BP	Biological process
CC	Cellular component
MF	Molecular function
KEGG	Kyoto Encyclopedia of Genes and Genomes
PCA	Principal component analysis
PPI	Protein–protein interaction
STRING	Search Tool for the Retrieval of Interacting Genes/Proteins
MCODE	Molecular complex detection
BC	Betweenness centrality
MA	Methamphetamine
SA	Saline
FR1	Fixed ratio 1
FDR	False discovery rate
AD	Alzheimer’s disease
PD	Parkinson’s disease
FC	Fold change
FPKM	Fragments per kilobase of transcript per million mapped reads

How the deposited data were processed for this re-analysis (not part of the article)

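RNA from the striatum and the whisker follicles of 6 MA self-administered and 6 SA self-administered rats was sequenced, which gives 24 libraries. The values used are FPKM, which the authors computed and deposited as 1 table of 17711 rows with a column for each library. The paper names Cutadapt, TopHat2 with the rn6 genome and Cufflinks, and the submitters' processing notes name bcl2fastq, STAR 2.6.0c, Cufflinks 2.2.1 and rn6. The annotation and any scaling between libraries are not given in the sources used here. Gene names are those of the table, and 97.9% of its rows carry a symbol found in a reference table of rat genes, which was used for names only. The paper states an approximate number of reads per sample and an average rate of unique mapping. The table holds no read counts, so the total of each library and the counting error behind each value are not known, and the spread between the 6 libraries of a group is the only error given.

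Columns were assigned to tissue and treatment from their names. The sources do not tie their index of 0 to 5 to a rat number, so libraries were treated as unnumbered replicates of their group. No column was left out. MA and SA were compared within each tissue by limma 3.58.1 in R 4.3.3 (empirical Bayes with an intensity trend) on log2(FPKM + 1), over genes with a mean FPKM of at least 1 in that tissue. A differentially expressed gene had a Benjamini-Hochberg adjusted p under 0.05 and a fold of at least 1.5 on that scale. A fold change on this scale understates the change of low genes. The difference of the MA effect between the tissues was tested as an interaction in limma over all 24 libraries. Gene lists with at least 3 measured members were tested with camera of limma at its preset correlation of 0.01, with an estimated correlation and fry as alternatives. Single named genes and library scores were compared by an exact permutation test over all 924 assignments of the 12 libraries of a tissue. Its p was not adjusted over genes. Genes that the paper picked in the same libraries give no independent evidence by this test. All tests were two-sided. The score of a list in a library is the median deviation of its genes from their means over the 12 libraries. Principal components, hierarchical clustering and correlations with treatment used the genes with an unadjusted p under 0.05 and a fold of at least 1.5, as set beforehand for the case of fewer than 10 differentially expressed genes, and FPKM scaled to unit variance per gene as in the paper.

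The tests, the gene lists and the rule for the genes named were fixed before the data were examined, apart from the tests named as chosen later. The rule takes every gene the paper's text names, up to 4 examples with the smallest p among the 20 hub genes per tissue in Fig. 6, the 10 genes with the largest change or, failing that, the smallest p per tissue, and up to 4 members with the smallest p of each list described. The fold changes in Fig. 6 had been seen when the rule was written. Genes outside it, such as Klf2 and Gpn3, were chosen after their values were seen. A gene the rule takes is not reported here.

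The tests were tried on simulated data made from the real means and spreads with 50 genes changed at each of 4 fold sizes. In the striatum (10607 genes), 64% of genes changed 1.5-fold, 94% at 2-fold, 96% at 3-fold and 98% at 4-fold were called, and 4.35% of calls were false. In the whisker follicle (9138 genes) the shares were 34%, 72%, 92% and 88%, and 5.92% of calls were false. These shares should be read for the adjusted p alone, since genes truly changed 1.5-fold lie at the limit of fold itself. They hold for the simulated data, which were made from means and spreads and not from the correlation between genes. A split of the real striatum libraries other than treatment gave 213 differentially expressed genes, so false calls in real libraries may be more frequent. The alternatives were a pseudocount of 0.1 or 0.5, no filter or a mean FPKM of at least 5, quantile normalization, a common median, no trend, weighted libraries, adjusted p alone, unadjusted p with the fold, the fold as a ratio of mean FPKM, and leaving out each library in turn. A correction for transcript length was not run, since no lengths were at hand, and neither was the replicate block.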

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

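The tests over splits of all libraries or of those other than SA library 0 were written down before any split was run but after the counts for the real groups had been seen, and the splits that each leave out a library of their own and every other test of an explanation given here were chosen after the result was seen.

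Of 90 groups of 6 libraries checked for a single distant library, 13 held one, where chance gives about 1 in 20 (4.5). Ddit4 in the whisker follicle was at 153 FPKM in MA library 3 and at 81.5 to 99.4 in the other MA libraries, and Per1 was at 15.7 in MA library 2 and at 6.43 to 9.89 in the others. SA library 0 of the whisker follicle had a spliceosome score of -0.50 (others 0.03 to 0.34) and an unfolded protein response score of -0.33 (others 0.13 to 0.41). In the striatum, MA library 3 had a matrix score of 2.03 (others -0.48 to 0.41) and 91.1 FPKM of Tagln (others 8.73 to 20.7), and SA library 0 a matrix score of -0.48 (others -0.14 to -0.05). Slc17a7 was at 7.97 FPKM in MA library 3 and 39.9 in SA library 1, and Slc17a6 at 1.35 in MA library 5 and 6.82 in SA library 4. Th was at 1.38 FPKM in SA library 4 (others 0.170 to 0.488), and the FPKM values of MA library 4 summed to 418892 (others 361025 to 382407).

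The MA effect differed between the tissues by the interaction in limma for Pkp2 (difference of log2 fold changes, whisker follicle minus striatum, -1.22), Gpn3 (0.56) and H1f0 (0.68). By camera on the interaction, the median difference was -0.46 for immediate early genes, -2.01 for erythrocyte genes, -0.41 for astrocyte genes, -0.52 for unfolded protein response genes, -0.74 for cytosolic ribosomal proteins, -0.34 for mitochondrial ribosomal proteins, -0.50 for oxidative phosphorylation subunits, 1.11 for hair matrix genes and -0.37 for antioxidant genes. None of these lists passed with an estimated correlation (adjusted p = 0.432 to 0.774).

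Lists with no gene the paper shows as changed also passed camera at the preset correlation. In the striatum these were endothelial genes (median log2 fold change 0.21), oligodendrocyte genes (-0.24), astrocyte genes (0.37) and leukocyte genes (0.68), and in the whisker follicle hair keratins (0.73) and hair matrix genes (0.45). None of these lists passed with an estimated correlation either (adjusted p = 0.528 to 0.785).

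Chance is not excluded for the counts that compare MA with SA. Over 100 splits of the libraries, the real one included, a result as large came up for striatal differentially expressed genes in 5 (real 1, highest other 213), for striatal genes with an unadjusted p under 0.05 and the fold in 26 (62 and 446) and for striatal gene lists in 18 (14 and 17). For the whisker follicle it came up in 14 for genes with an unadjusted p and the fold (336 and 1366) and in 55 for gene lists (7 and 14). For its differentially expressed genes the splits decide nothing, since the real count was 0 and all 100 reach it (highest other 1). The separation on component 1 was as strong in 57 splits in the striatum and 89 in the whisker follicle, and the interaction count in 6 (3 and 1771). A few splits call several times the real count, which points to a structure of the samples other than treatment, but its source was not tested, and within a tissue 1 split alone, in the striatum, reached 100 differentially expressed genes. For the 1219 whisker follicle genes called without SA library 0, the splits of the other 11 libraries gave as many in 1 of 100, the real one (highest other 0), but SA library 0 was singled out by the real counts, so that test does not exclude chance. When, in a test chosen after that result, each split was also given without the library whose loss gave it the most genes, 7 of 100 splits reached that number (highest other 1752).

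Immediate early genes were higher as a group in the striatum of MA rats by camera at the preset correlation, but not with an estimated correlation (adjusted p = 0.528). The tables argue against a different share of medium spiny neurons as the whole cause, since the difference in score was 0.62 before and 0.59 after the trend on the marker score within groups was removed (exact permutation p = 0.00649). They argue against MA library 1 alone, without which the median was 0.51, and against residual blood or meninges in MA libraries 3 and 4, without which it was 0.53. An effect of MA, and differences in activity or handling before the tissue was taken, stay open and were not tested apart.

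Ribosomal, mitochondrial ribosomal and oxidative phosphorylation genes, most of which encode short proteins, were lower as groups in MA whisker follicles at the preset correlation, but not with an estimated correlation (adjusted p = 0.785). Unequal recovery of short transcripts stays open, since the slopes on the ribosomal score within groups do not decide it. S100 proteins had a median slope of 1.08, FXYD proteins 1.05 and defensins 0.979, which go with it. Keratin-associated proteins, at -0.0969 (upper quartile 0.0282), did not follow the score. Hair keratins with keratin-associated proteins were at -0.442 and hair matrix genes at -0.781. An opposite course of hair genes as a group may therefore hide such an effect in that family. The authors' scaling of the libraries stays open, because quantile normalization moved the ribosomal median from -0.49 to -0.30 and left the list past the threshold at the preset correlation. It also stays open whether SA library 0 is an MA library under that name, as over the 1219 genes called on the other 11 libraries its median position was 1.79 on a scale from the SA mean (0) to the MA mean (1), above every MA library, the lowest of which was at 0.587, and the other SA libraries (-0.803 to 0.629). The joined keratin entry at 0, which may be a failed estimate, goes with the MA libraries, while Ddit4 (below every MA library) and the score of 29 genes, most of splicing factors (0.25, MA libraries -0.13 to 0.06), go with its label, but Ddit4 was picked with the labels as given and on the score it lies above the other SA libraries too (-0.02 to 0.11), so neither excludes it.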

How the results depend on the processing

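Leaving out MA libraries 3 and 4 of the striatum together or SA libraries 0 and 5 of the whisker follicle together, leaving out a library from the components or from the comparison of the tissues, the other settings of the clustering, and adding an unadjusted p to the ratio of means were chosen after seeing the data. No paired analysis was possible because the sources do not tie the columns to rat numbers. For that reason no fit with the rat number as a block was run, and the correction for transcript length was not run for want of lengths. The number of striatal differentially expressed genes was 0 with a mean FPKM of at least 5 (Pkp2 is below that), 0 without MA libraries 3 and 4, 62 with an unadjusted p and the fold, and 0 to 4 without a single library (4 without MA library 5, 0 without any other). For the whisker follicle it was 1160 with weighted libraries, 308 without SA libraries 0 and 5, 336 with an unadjusted p and the fold, and 0 to 1219 without a single library (1219 without SA library 0, 0 without any other). Striatal lists past the threshold numbered 0 with an estimated correlation, 0 with fry, 8 without MA libraries 3 and 4, and 8 to 15 without a single library (8 without MA library 3). Whisker follicle lists numbered 0 with an estimated correlation and 0 with fry. Genes with a ratio of means of at least 1.5 numbered 142 in the striatum and 418 in the whisker follicle with an unadjusted p under 0.05. Component 1 held 32.9% in the striatum and 44.7% in the whisker follicle over all genes tested, 75.7% in the whisker follicle on log2 values, and 52.6% to 62.7% and 68.8% to 73.7% without a single library. The exact p of the groups on it was 0.450 and 0.184 over all genes tested, and 0.00216 to 0.0584 in the whisker follicle without a single library. Genes with an absolute r of at least 0.6 numbered 636 and 719 over all genes tested. The MA effect differed between the tissues for 2114 genes with weighted libraries and for 1 to 1628 without a single library (1628 without SA library 0 of the whisker follicle). The r of log2 fold changes in the tissues was 0.00301 after quantile normalization and -0.113 to 0.0146 without a single library, above 0 without striatal MA library 4 or 5. Without MA libraries 3 and 4, the median log2 fold change was 0.0352 for matrix genes, where camera's direction was lower, -0.0554 for smooth muscle genes and -0.0320 for endothelial genes, and the log2 fold change was -0.35 for Tagln and 0.0304 for Drd1. Without a single striatal library the range was -0.64 to 0.39 for Slc17a7, -0.18 to 0.47 for Tagln and -0.25 to 0.0922 for Drd1. Where no cause is named, the cause was not tested. Apart from leaving out libraries, 74 values of gene lists kept direction and side of the threshold and 52 no longer passed. The paper states an approximate number of reads per sample, and without counts per library what depth limits was not tested.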

Differences from the paper's values

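The counts of differentially expressed genes below use the paper's limit values of FDR and fold, unless stated, but limma in place of Cuffdiff. The fold was taken on log2(FPKM + 1) and not as the ratio of mean FPKM, unless stated. The paper's number of differentially expressed genes in the striatum is 87, and here it was 1. The paper's 73 higher and 14 lower genes compare with 1 and 0. For the whisker follicle the paper's 253 genes, 71 higher and 182 lower, compare with 0, 0 and 0. Of the alternatives set before the data were examined, an unadjusted p with the fold came within 1.5 times the paper's number for all striatal genes (62), the higher striatal genes (58) and all whisker follicle genes (336), and no other alternative did. None came that close for the lower genes of either tissue or the higher genes of the whisker follicle. These counts use no adjustment, unlike the paper's. Leaving out SA libraries 0 and 5 together, chosen after seeing the data, gave 308 whisker follicle genes at the paper's limit values, with the fold on log2(FPKM + 1). Of these, 153 were lower and 155 higher, so the total and the lower genes came within 1.5 times the paper's numbers and the higher genes did not. An unadjusted p and the fold with a pseudocount of 0.5 gave 87 genes in the striatum, 79 of them higher, but 400 in the whisker follicle, 264 of them higher, farther from the paper than with a pseudocount of 1. That pairing was read only after the values were seen, and how many of the paper's genes it drops was not counted, since Tables S1 and S2 were not used here. The paper's number of whisker follicle genes with an r of at least 0.6 is 72, and here it was 141. The paper's 72 were taken from its 253 differentially expressed genes. The 141 were taken from 336 genes with an unadjusted p and the fold, so the counts are not like for like. On log2 values the number here was 125, with Spearman's rho it also stayed above 1.5 times the paper's number, and over all genes tested it was 719.

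The paper calls Fosb, Fosl2, Arc and Junb, and Slc17a6, Slc17a7 and Gria2, significant in the striatum, and none passed here. Without MA library 5, Fosl2, Nr4a3 and Egr4 passed, and for Fosl2 the adjusted p lay between 0.00515 and 1.00 over 21 alternatives. The direction of Slc17a7 was lower in MA as in the paper, and turned without SA library 1. The paper calls App, Uchl1, Ap2a1, Per1 and Ddit4 significant in the whisker follicle, and none passed here. With weighted libraries or without SA library 0, App, Ap2a1, Per1 and Ddit4 passed, and Ap2a1 also without SA libraries 0 and 5 (adjusted p = 0.0477), a setting chosen after seeing the data. Over 21 alternatives their adjusted p lay between 0.0129 and 0.803. Tagln, which the paper calls in both tissues, passed under none of them. The paper also reports Western blot and RT-PCR measurements of key genes (Figure S5), which were not used in this comparison. App is among the paper's genes with an r of at least 0.6, and its r was 0.599 here (Spearman's rho 0.628). The paper finds most whisker follicle genes lower, and here the direction depended on the measure. Of the genes with an unadjusted p and the fold, 215 of 336 were higher, and 152 of 279 after quantile normalization, whereas 86 of the 141 genes with an absolute r of at least 0.6 were lower, a balance that turned on log2 values (57 of 125). Over all genes tested, most of those past that limit of r were lower as in the paper, with 445 of 719 on FPKM, 361 of 650 on log2 values and 390 of 692 by Spearman's rho. By an unadjusted p under 0.05 alone, 480 were higher and 473 lower. With a ratio of means of at least 1.5 as well, 247 were higher and 171 lower. Without SA library 0, adjusted p alone gave 1031 lower and 923 higher genes. With a fold of at least 1.5 on the log2(FPKM + 1) scale as well, the majority turned, with 676 higher and 543 lower. The ratio of mean FPKM, which matches the folds printed in Fig. 6, was not tested as the fold without SA library 0. In Fig. 7B Ap2a1, Uchl1 and Ntrk2 are printed in the color of lower genes, against the paper's text for the first pair and Fig. 6B for Ntrk2, and here their MA means were 1.51, 2.40 and 2.12 times the SA means. All 40 fold changes printed in Fig. 6 match those of the mean FPKM here to 2 digits, and 14 of these genes had an unadjusted p under 0.05 and 0 an adjusted one.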

Other observations

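The test of the splicing-related transcripts was chosen after the result was seen.

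Transcripts of proteins that the paper measured in the striatum did not pass a test of MA against SA. The paper reports more D1 dopamine receptor, BDNF and phosphorylated tyrosine hydroxylase protein in MA rats, with total tyrosine hydroxylase unchanged. Transcript levels do not test these protein results. Drd1, the D1 dopamine receptor gene, was at 91.8 ± 32.7 FPKM in SA and 86.7 ± 30.5 in MA (SD, n = 6 libraries each; exact permutation test, p = 0.768). Bdnf had means of 0.241 and 0.0405 (exact permutation test, p = 0.400) and Th, tyrosine hydroxylase, was at 0.474 ± 0.459 and 0.234 ± 0.133 (exact permutation test, p = 0.227), both near the floor of the table. The SA mean of Bdnf rests on SA libraries 1 and 4, at 0.833 and 0.536 FPKM. The MA mean of Bdnf was 0.168 times the SA mean, and 0.329 times without SA library 1. The BDNF receptor gene Ntrk2 was at 74.8 ± 4.09 and 97.7 ± 14.1 and was the single higher gene of 11 dopamine and BDNF signaling genes when adjusted over the list alone (camera adjusted p = 0.233 for the list). Medium spiny neuron markers did not pass as a group, with 14 of 19 above 0 (camera adjusted p = 0.579).

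Genes of keratinocyte differentiation went both ways in the whisker follicle. Of 11 measured, 2 were higher and 2 lower when adjusted over the list alone (camera adjusted p = 0.972). Dmkn was at 342 ± 141 FPKM in SA and 615 ± 179 in MA (SD, n = 6 libraries each), and the cornified envelope gene Ivl at 23.5 ± 16.4 and 45.6 ± 14.3, whereas Lce1m, also of the cornified envelope, was at 45.5 ± 18.0 and 22.3 ± 11.4. The paper shows these genes as changed, so the list is not independent evidence. Of 16 glucocorticoid-induced genes, Ddit4 and Nfkbia, an inhibitor of NF-kappa-B, were higher when adjusted over the list alone, with Nfkbia at 28.8 ± 3.02 and 47.3 ± 12.5 (camera adjusted p = 0.315 for the list). All 7 erythrocyte genes were below 0 without passing as a group (camera adjusted p = 0.123).

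A hypothesis is that transcripts of splicing factors are lower in MA in both tissues. It came from 4 genes with small p-values, and a list of genes, most of splicing factors, was then drawn up. Without the 4 genes, all 29 measured were below 0 in the striatum (exact permutation p = 0.00866 for the score), which argues against these 4 genes as the sole carriers there. In the whisker follicle 21 of 29 were below 0 (exact permutation p = 0.0476), and the difference in score shrank from -0.19 with the 4 genes to -0.11. SA library 0 had the highest score there, at 0.25 (other SA libraries -0.02 to 0.11, MA libraries -0.13 to 0.06). The score was not tested without that library, so the whisker follicle does not decide the point. The spliceosome list, fixed before the data were examined, did not pass in the striatum (median -0.01, camera adjusted p = 0.603), which goes against a lower level of all splicing genes there. The pattern may reflect an effect of MA on such transcripts, and technical explanations were not tested for it.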
